# Microtubule regulators act in the nervous system to modulate fat metabolism and longevity through DAF‐16 in *C. elegans*

**DOI:** 10.1111/acel.12884

**Published:** 2019-01-14

**Authors:** Aiping Xu, Zhao Zhang, Su‐Hyuk Ko, Alfred L. Fisher, Zhijie Liu, Lizhen Chen

**Keywords:** *daf‐16*, *efa‐6*, fat metabolism, longevity, microtubules, neuronal aging

## Abstract

Microtubule (MT) regulation is involved in both neuronal function and the maintenance of neuronal structure, and MT dysregulation appears to be a general downstream indicator and effector of age‐related neurodegeneration. But the role of MTs in natural aging is largely unknown. Here, we demonstrate a role of MT regulators in regulating longevity. We find that loss of EFA‐6, a modulator of MT dynamics, can delay both neuronal aging and extend the lifespan of *C. elegans*. Through the use of genetic mutants affecting other MT‐regulating genes in *C. elegans*, we find that loss of MT stabilizing genes (including *ptrn‐1* and *ptl‐1*) shortens lifespan, while loss of MT destabilizing gene *hdac‐6* extends lifespan. Via the use of tissue‐specific transgenes, we further show that these MT regulators can act in the nervous system to modulate lifespan. Through RNA‐seq analyses, we found that genes involved in lipid metabolism were differentially expressed in MT regulator mutants, and via the use of Nile Red and Oil Red O staining, we show that the MT regulator mutants have altered fat storage. We further find that the increased fat storage and extended lifespan of the long‐lived MT regulator mutants are dependent on the DAF‐16/FOXO transcription factor. Our results suggest that neuronal MT status might affect organismal aging through DAF‐16‐regulated changes in fat metabolism, and therefore, MT‐based therapies might represent a novel intervention to promote healthy aging.

## 1 INTRODUCTION

Microtubules (MTs) are essential cytoskeletal structures for most eukaryotic cells and MT regulators have been implicated in many human diseases. MTs are polymeric hollow rods built from dimers of α‐ and β‐tubulin that are arranged in a head‐to‐tail manner. MTs are highly dynamic structures that constantly undergo growth and shrinkage/catastrophe (Mitchison & Kirschner, 1984). MT dynamics and stability can be modulated by a large number of MT‐interacting proteins. Some MT‐associated proteins (MAPs), such as Tau, bind along the MT structure to promote MT assembly and stability by protecting MTs from severing by destabilizing factors (Kapitein & Hoogenraad, 2015). Due to the larger cytoplasmic volume and polarized morphology, neurons rely more on MT function compared with other cell types. MTs serve as tracks for long‐distance transport and play a critical role in the establishment and maintenance of neuronal structure and polarity (Kapitein & Hoogenraad, 2015). Consequently, abnormalities in MT organization and dynamics, as well as MT protein expression or distribution, have been observed in many neurological disorders. Mutations in tubulin genes or MAPs have also been reported to affect neuronal integrity during aging (Chew, Fan, Gotz, & Nicholas, 2013; Pan, Peng, Chen, & McIntire, 2011). The importance of MT regulation in healthy neuronal aging is underscored by the critical role of Tau in MT stabilization and its dysfunction related to neurodegenerative diseases where the impairment of axonal transport is a common factor (Baird & Bennett, 2013).

The nervous system is the central integrator of information regarding the internal milieu of an organism and the external environment, and also plays a key role in regulating aging and longevity (Alcedo, Flatt, & Pasyukova, 2013). It allows animals to process and transmit extrinsic signals to neuronal or non‐neuronal endocrine cells that regulate the release of hormones involved in growth and metabolism. In addition, studies have shown that chemosensory neurons regulate animal longevity in *C. elegans*. The laser ablation of gustatory neurons or olfactory neurons is sufficient to extend lifespan, and these two types of neurons function in parallel in regulating lifespan (Alcedo & Kenyon, 2004). Mutations that disrupt the sensory cilia used by these neurons also lead to defective sensory perception and increased longevity (Apfeld & Kenyon, 1999). Similarly, the loss of olfactory function in *Drosophila* has also been shown to increase lifespan (Libert et al., 2007). The neuronal influence on lifespan is mediated by several mechanisms including alterations in the *daf‐2*/insulin/insulin‐like growth factor‐1 signaling (IIS) pathway (Alcedo & Kenyon, 2004; Apfeld & Kenyon, 1999). This pathway plays an evolutionarily conserved role in regulating longevity, stress resistance, and metabolism in various model organisms (Partridge, Alic, Bjedov, & Piper, 2011; Taguchi & White, 2008; Tatar, Bartke, & Antebi, 2003).

Given the critical role of MTs in regulating neuronal function and key role of the nervous system in modulating aging, we tested the hypothesis that MT regulators can affect neuronal function to thereby alter organismal aging. MT regulator mutants have been implicated in the aging process, but they have not been specifically studied and the underlying mechanisms are unknown. For example, loss of PTL‐1, the *C.elegans *ortholog of Tau, has been shown to accelerate neuronal aging and shorten animal lifespan (Chew et al., 2013). Loss of MT regulator *Stathmin* resulted in reduced levels of stable axonal MTs and shortened lifespan in *Drosophila* (Duncan, Lytle, Zuniga, & Goldstein, 2013). In this study, we demonstrate that loss of EFA‐6, a negative regulator of MT growth, delays neuronal aging and extends organismal lifespan and health span in *C. elegans*. Mutations in other MT regulator genes, including *hdac‐6* and *ptrn‐1*, can also affect lifespan. We show by tissue‐specific transgene rescue that these MT regulators function in the nervous system to modulate longevity. Through the use of RNA‐seq analysis, we show that genes involved in lipid metabolism are differentially expressed in MT regulator mutants and lead to an increase in fat storage. Lastly, via epistasis experiments we show that the lifespan extension phenotypes of the *efa‐6* and *hdac‐6* mutants depend on the DAF‐16/FOXO transcription factor. Our results suggest that neuronal MT status can affect organismal longevity through modulating fat metabolism.

## 2 RESULTS

### 2.1 Loss of EFA‐6 delays neuronal aging and extends lifespan

We have previously identified EFA‐6 as a modulator of neuronal MT dynamics (Chen et al., 2015). MTs are crucial cytoskeleton for neuronal integrity and MT defects have been characterized in different neurodegenerative conditions (Dubey, Ratnakaran, & Koushika, 2015). As a result, we tested whether EFA‐6 plays a role in maintaining neuronal integrity during aging. Mechanosensory neurons (touch neurons) offer an excellent model to study changes associated with neuronal aging in *C. elegans *(Toth et al., 2012). We used a *mec‐7p::*GFP reporter to label mechanosensory neurons and then examined the effect of age on their structure. During aging, these axons of these neurons accumulated branches and blebs, and cell bodies displayed branching as the animals aged. (Figure 1a–d). We found that these age‐dependent morphological changes were significantly delayed in *efa‐6(tm3124)* mutants. By Day 9 of adulthood, more than 50% of the wild‐type animals showed blebbing/branching phenotype, whereas only around 30% of *efa‐6* mutants at Day 9 displayed this defect. By Day 12, the proportion of wild‐type animals with abnormal touch neuron morphology reached 70%, compared to less than 50% in *efa‐6* mutants at this stage (Figure 1d). This delayed neuronal aging in *efa‐6* mutants is contrary to the previously reported, accelerated neuronal aging phenotype of the *ptl‐1* mutants, which in contrast to *efa‐6 *mutations results in the destabilization of the MTs (Chew et al., 2013).

**Figure 1:**
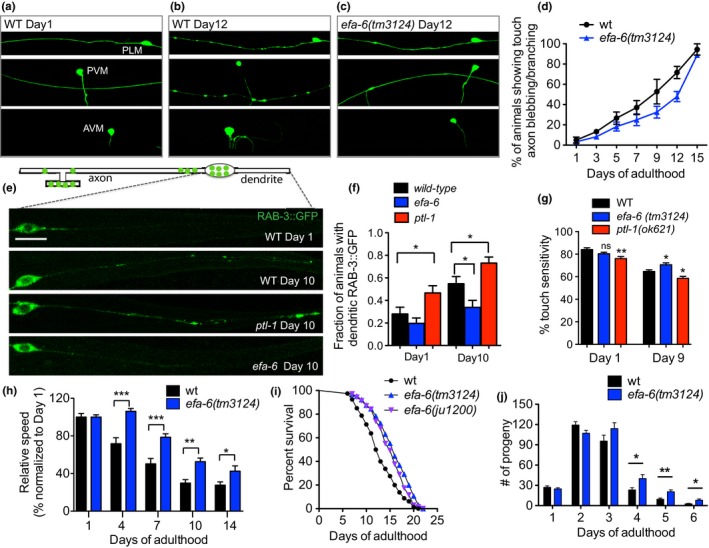
Loss of EFA‐6 delays neuronal aging and extends lifespan and health span. (a) Representative images of touch sensory neurons in wild‐type Day 1 young adults. Neurons are visualized using *Pmec‐7::GFP* reporter (*muIs32*). (b–c) Representative images of touch sensory neurons in wild‐type and *efa‐6(tm3124)* Day 12 aged animals. The top two panels show blebbing neuron processes and the bottom panel shows ectopic branches of AVM. (d) Percentage of animals showing branching and/or blebbing touch neurons in wild‐type and *efa‐6(tm3124)*. Values are mean percentage from three experiments, each experiment started with 20 worms. ***p = 0.0009, two‐way ANOVA. (e) Representative images showing the localization of synaptic vesicles labeled with RAB‐3::GFP (*jsIs821*) in the dendritic process of PLM. In aged neurons, there are more vesicles ectopically localized in dendrite, and this age‐dependent mis‐localization is enhanced in *ptl‐1* mutants but partially rescued in *efa‐6* mutants. (f) Fraction of the animals showing dendritic RAB‐3::GFP signals. *N *≥ 60, one‐way ANOVA. (g) Percentage of positive touch response per animal of indicated genotypes at Day 1 and Day 9. *N* = 30, one‐way ANOVA. (h) Motility of wild‐type and *efa‐6(tm3124) *mutant animals at different stages is assessed via the measurement of thrashing behavior in liquid. The values represent the normalized average speed of body bends during a 30‐s period. *N* ≥ 12 for each bar. Student's *t* test. (i) Survival curve for wild‐type and two independent *efa‐6* deletion mutants. ***p < 0.0001 for *wt *vs *tm3124,* **p = 0.0032 for *wt *vs *ju1200*. Log‐rank test. (j) Number of progenies per 24 hr from wild‐type and *efa‐6(tm3124) *mutants at different stages. *N* ≥ 12 for each bar. Student's *t* test

MT‐based transport is essential for neuronal function, and the impairment of this process is a common factor in several neurodegenerative diseases (Franker & Hoogenraad, 2013). To test whether loss of EFA‐6 affects intracellular transport, we examined the distribution of synaptic vesicles that depend on MT‐based transport. Aging wild‐type animals displayed an increase in the ectopic accumulation of synaptic vesicles labeled by RAB‐3::GFP in the dendritic region of the PLM neuron (Figure 1e–f). This age‐dependent change in the dendritic distribution of RAB‐3::GFP was partially rescued in *efa‐6* mutants but exaggerated in *ptl‐1* mutants (Figure 1e–f). Sensitivity to light touches, a function of mechanosensory neurons, decreases in aged wild‐type animals (Jiang et al., 2015). Consistent with the age‐associated morphological changes and ectopic RAB‐3 distribution, we found that the touch sensitivity was better maintained in aged *efa‐6* mutants but further diminished in aged *ptl‐1* mutants (Figure 1g).

As worms age, their mobility declines, and the correlation between age‐dependent decreases in mobility and defects in neuronal morphology has been previously reported (Tank, Rodgers, & Kenyon, 2011). Since loss of EFA‐6 delayed neuronal aging, we asked whether it affected age‐dependent mobility decline. We measured the speed of the animal bending in liquid during aging. We found that the movement speed of the animals gradually declined with age in the wild‐type animals. The *efa‐6(tm3124)* mutants displayed significantly higher movement speed at all stages examined (Supporting information Figure S1a), and they showed a slower rate of reduction in the relative speed (normalized to Day 1) (Figure 1h). Overall, these results suggest that the loss of EFA‐6, a regulator of MT dynamics, could delay age‐dependent changes in neuronal morphology and neuronal function that would lead to improved mobility during aging.

Given the involvement of EFA‐6 in neuronal age‐related phenotypes, we examined the lifespan of the *efa‐6* mutants. We found *efa‐6(tm3124)* had a longer lifespan compared to wild‐type controls, with a more obvious increase in mean lifespan than that in maximal lifespan (Figure 1i). When we performed the lifespan assays using NGM plates that do not contain FUDR, we noted that *efa‐6(tm3124)* mutants continued to lay eggs until later in adulthood, when the wild‐type animals had already stopped producing progeny. We then evaluated this extended reproduction period by measuring the number of progenies produced by wild‐type and *efa‐6 *mutant worms from Days 1 through 6 of adulthood. We found that the *efa‐6* mutants had slightly fewer progeny on Day 1 and Day 2, but after Day 3, the *efa‐6* mutants produced more progeny compared to wild‐type worms of the same age, with total progeny number similar to wild‐type (Figure 1j, Supporting information Figure S1b‐c).

### 2.2 EFA‐6 functions in neurons to regulate organismal longevity

We next sought to confirm that the effects observed in our *efa‐6(tm3124)* worms were due to the loss of function of *efa‐6* via the use of tissue‐specific transgenes expressing *eaf‐6*. While high level expression of *efa‐6 *in the nervous system can disrupt development (Chen et al., 2015), lower level of expression did revert the *efa‐6 *neuronal aging phenotype back to wild‐type without causing developmental defects (Figure 2a). We also found that neuronal expression of *efa‐6 *was able to completely rescue the enhanced mobility of the *efa‐6* mutants during aging (on both Day 10 and Day 14), whereas muscle‐specific expression of *efa‐6 *had no effect (Figure 2b). Remarkably, neuronal expression of *efa‐6 *was able to completely rescue the lifespan phenotype of *efa‐6(tm3124) *mutant. In contrast, a transgene expressing *efa‐6 *only in the muscle failed to rescue the lifespan phenotype (Figure 2c). We further tested tissue‐specific EFA‐6 expression in intestine (*Pges‐1*), epidermis (*Pdpy‐7*), and germline (*Ppie‐1*) for the effect on lifespan extension at *efa‐6* mutant background. The germline and epidermis‐specific transgenes were not able to rescue the lifespan phenotype of *efa‐6, *while the intestinal transgenic expression of EFA‐6 was able to modestly rescue (Supporting information Figure S2). These data suggest that EFA‐6 can act in neurons to modulate organismal aging.

**Figure 2:**
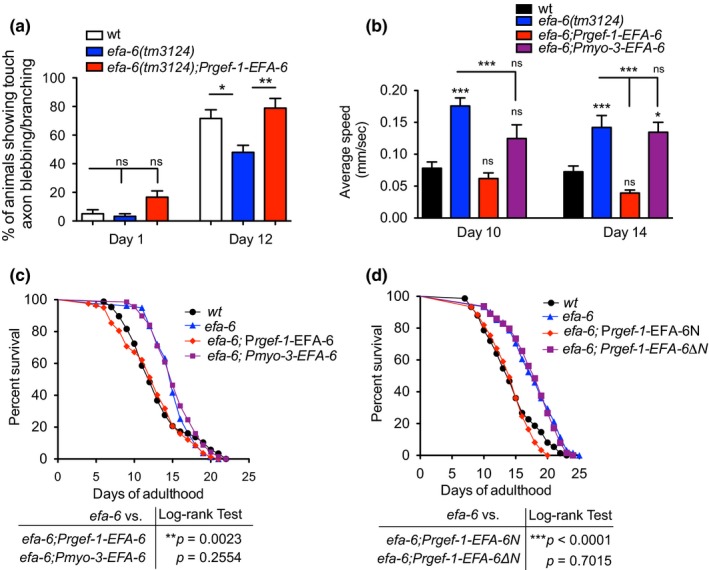
EFA‐6 acts in neurons and requires its *N*‐terminus to regulate aging. (a) Delayed touch neuronal aging in *efa‐6* mutants can be rescued by transgenic expression of EFA‐6 in neurons. Percentage of animals showing branching and/or blebbing touch neurons in wild‐type, *efa‐6(tm3124) *and *efa‐6(tm3124);Prgef‐1‐EFA‐6*. Values are mean percentage from three experiments. Each experiment started with 20 worms. One‐way ANOVA. (b) Mobility phenotype in *efa‐6* mutants can be rescued by transgenic expression of EFA‐6 in neurons. The values represent the average speed of body bends during a 30‐s period. *N* ≥ 12 for each bar. *N *≥ 10 for each bar. One‐way ANOVA. (c) Survival curves for indicated genotypes. Neuronal expression (P*regf‐1*), but not muscular expression (P*myo‐3*), of EFA‐6 is able to rescue the lifespan extension phenotype in *efa‐6(tm3124)* mutants. (d) Survival curves for indicated genotypes. The N‐terminus of EFA‐6 is required for its function. Transgenic expression of the N‐terminus, but not a truncated EFA‐6 lacking N‐terminus, rescues lifespan phenotype in *efa‐6(tm3124)* mutants

The EFA‐6 protein is dependent on its N‐terminus to regulate cortical MT growth and axon regeneration (Chen et al., 2011; O'Rourke, Christensen, & Bowerman, 2010). We next tested whether the N‐terminus of the EFA‐6 protein is also required for its role in longevity. The neuronal expression of a 150 amino acid fragment from the N‐terminus, but not the EFA‐6 protein lacking the N‐terminus (EFA‐6∆N), could reduce the increased lifespan of the *efa‐6 *mutant (Figure 2d). Together these results suggest that the N‐terminus is necessary for the effects of *efa‐6* on longevity.

### 2.3 Mutations in microtubule regulators affect longevity

We then tested whether *efa‐6 *was unique or whether other MT regulators played similar roles in modulating longevity. We first tested the *hdac‐6(ok3203)* mutant, which affects a histone deacetylase that also targets nonhistone proteins, including α‐tubulin (Li, Jiang, Chang, Xie, & Hu, 2011). Specifically, HDAC6 deacetylates α‐tubulin to reduce MT stability (Matsuyama et al., 2002). We therefore tested the lifespan of *hdac‐6* mutant animals containing a deletion mutation. We observed extended lifespan and enhanced mobility in *hdac‐6(ok3203*) mutant, similar to *efa‐6* mutants (Figure 3a,b). To ask whether *hdac‐6* acts in the nervous system to modulate longevity, we expressed HDAC‐6 using pan‐neuronal promoter in the *hdac‐6(ok3203)* background. We found that neuronal expression of HDAC‐6 could completely revert the extended lifespan to a wild‐type level (Figure 3c), indicating that *hdac‐6* also acts within neurons. Inhibiting HDACs is known to extend lifespan in *Drosophila* and *C. elegans* through epigenetic effects (Pasyukova & Vaiserman, 2017), although a role for HDAC6 in aging has not been reported previously.

**Figure 3:**
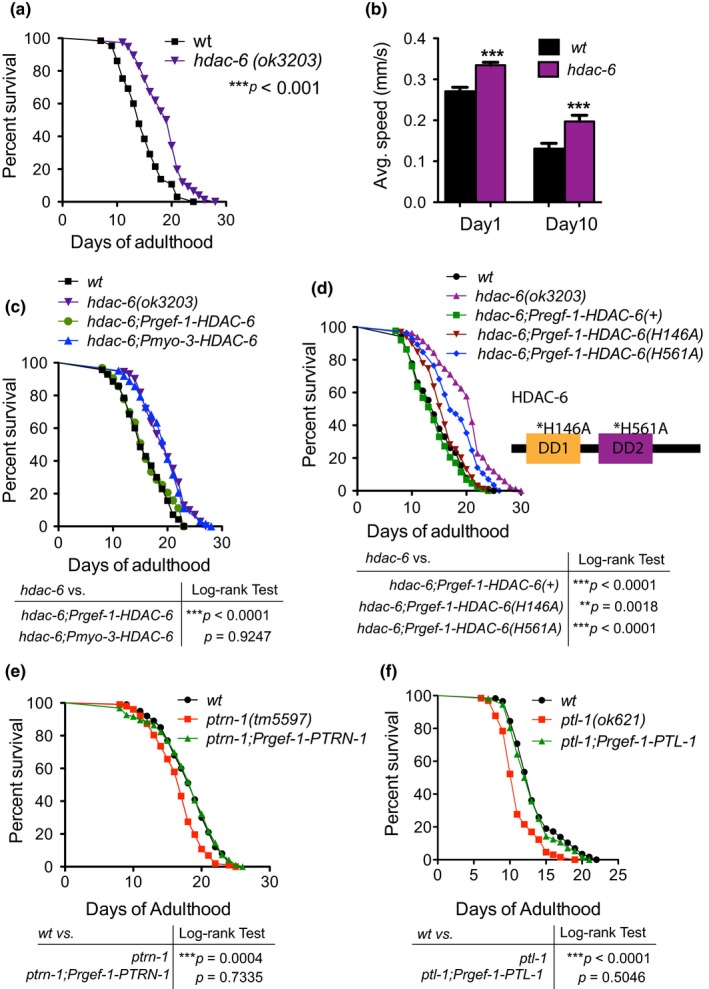
Microtubule regulators function in the nervous system to regulate lifespan. (a) Survival curve for *hdac‐6(ok3203)* and control. Loss of HDAC‐6 extends lifespan. Log‐rank test. (b) *hdac‐6(ok3203) *mutant animals display enhanced mobility. The values represent the average speed of body bends at adult Day 1 and Day 10 stages. (c) Survival curves for indicated genotypes. Neuronal expression (*regf‐1* promoter), but not muscular expression (*myo‐3* promoter) of HDAC‐6, is able to rescue the lifespan extension phenotype in *hdac‐6(ok3203)* mutants. (d) Schematic structure of HDAC‐6 protein and survival curves. Lifespan extension in *hdac‐6(ok3203)* can be fully rescued by neuronal expression of a wild‐type HDAC‐6 protein, but only partially rescued by mutant forms of HDAC‐6. Mutant HDAC‐6 with a mutation in DD2 (tubulin deacetylase domain) has a weaker rescuing effect compared to DD1. (e) Survival curves for indicated genotypes. Loss of PTRN‐1 shortens lifespan and neuronal transgenic expression of PTRN‐1 fully rescues the phenotype. (f) Survival curves for wild‐type, *ptl‐1(ok621)* and *ptl‐1;Prgef‐1‐PTL‐1*. Lifespan reduction in *ptl‐1(ok621)* is fully rescued by transgenic expression of PTL‐1 in the nervous system

HDAC6 belongs to the class IIb family of HDACs, which is predominantly localized in the cytosol and prefers nonhistone targets (Simoes‐Pires et al., 2013). A unique feature of HDAC6 is the presence of two catalytic domains. The second deacetylase domain (DD2) has been demonstrated to deacetylate tubulin specifically (Haggarty, Koeller, Wong, Grozinger, & Schreiber, 2003; Kaluza et al., 2011). Loss of DD2 activity in HDAC6 is sufficient to rescue the MT defects induced by ectopic human tau expression in Drosophila (Xiong et al., 2013). To test whether the tubulin‐specific deacetylase activity is responsible for the role of HDAC‐6 in regulating longevity, we generated transgenic animals with pan‐neuronal expression of HDAC‐6 (H146A) or HDAC‐6 (H561A), two mutant forms with the conserved catalytic residue in DD1 and DD2 mutated. We found that both mutant HDAC‐6 proteins were able to partially rescue the lifespan phenotype in *hdac‐6* mutant, but DD2 mutant had a weaker rescuing effect (Figure 3d). These data indicate that tubulin‐specific deacetylase activity conferred by DD2 is perhaps more critical for the role of HDAC‐6 in regulating lifespan.

We further extended our study to more MT regulator genes including *ptrn‐1 *and *ptl‐1*. The CAMSAP family of proteins are a group of conserved, MT minus end‐binding proteins. PTRN‐1, the CAMSAP homolog in *C. elegans*, promotes MT stability in neurons and epidermis (Marcette, Chen, & Nonet, 2014; Richardson et al., 2014; Wang et al., 2015). *ptrn‐1* mutants showed shortened lifespan and the difference between control and *ptrn‐1* was moderate but significant. Similar to *efa‐6* and *hdac‐6* mutants, the lifespan phenotype in *ptrn‐1* mutant could be rescued by the transgenic expression of *ptrn‐1* in neurons (Figure 3e). PTL‐1 has been previously reported to regulate both neuronal and organismal aging (Chew et al., 2013). Consistent with the previous studies, we found that *ptl‐1(ok621)* null mutants displayed shortened lifespan, which can be rescued by pan‐neuronal expression of PTL‐1 (Figure 3f), further supporting that neuronal MT regulation can affect longevity.

### 2.4 Aberrant expression of genes involved in fat metabolism and altered fat storage in microtubule regulator mutants

To understand how the MT regulator mutants might affect animal aging, we performed RNA‐seq to identify genes that are differentially regulated in four of these mutants, including the long‐lived *efa‐6(tm3124)* and *hdac‐6(ok3203)*, and the short‐lived *ptl‐1(ok621)* and *ptrn‐1(tm5597) *mutants. 

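RNA was sequenced from wild type and from mutants of *efa-6* (allele *tm3124*), *ptrn-1* (*tm5597*), *hdac-6* (*ok3203*) and *ptl-1* (*ok621*), with 3 replicates for each genotype and 15 samples in all. The animals were Day 1 adults kept at 20 °C, and they had been moved at the L4 stage to plates with FUDR, a drug that stops the production of progeny. The libraries were made from total RNA after removal of ribosomal RNA, and not by selection of poly(A) transcripts. The authors aligned the reads to the *C. elegans* genome (build ce10) with STAR, removed reads that mapped to rRNA sequences, and counted reads on the exons of each gene with featureCounts at its default parameters. The deposited values are these raw counts, without normalization. With the default parameters, a read that maps to several places or overlaps several genes is not counted, so genes with near-identical copies are counted incompletely.

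The total count per sample was 5395940 to 6405151 in wild type (median 6173397), 3690637 to 5972393 in *efa-6* (median 5668970), 4705529 to 6700303 in *hdac-6* (median 6573003), 3958940 to 6928237 in *ptl-1* (median 6091506) and 7406549 to 8123333 in *ptrn-1* (median 8047428). The 3 samples of *ptrn-1* therefore had higher totals than all other samples. The 10 genes with the highest counts took 13.06% to 16.28% of the counts of a sample, and the 6 vitellogenin genes took 8.43% to 12.25%. Some rRNA reads remained, with 1.82% to 2.51% of the counts of a sample on the rRNA gene *rrn-2.1*. Each pair of replicates of a genotype differed by more than the sampling noise of the counts, so no samples were merged. The chi-square per degree of freedom was 1.063 to 1.69 over 10558 to 11548 genes in the 15 pairs. With so many genes, small differences are enough, so the test does not show that the replicates were separate cultures. The spread between replicates was small, with a common biological coefficient of variation of 0.01964 in edgeR.

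Of the 42048 genes in the files, the 12177 genes with at least 10 counts in at least 3 samples were tested. The 15 samples were fitted in 1 model with edgeR's quasi-likelihood test after TMM normalization, and each mutant was compared with wild type. A gene was listed as up- or down-regulated at a raw p-value under 0.001, the threshold given in the results, and single genes were judged by the Benjamini-Hochberg adjusted p-value at 0.05. The authors called differentially expressed genes with DESeq2. The choices that could change the numbers were the test, the filter on low counts, the normalization, the cutoff on fold change and the samples in the fit, and each was varied. The mutated genes had log2 fold changes in their own mutants of -1.55 for *efa-6*, -0.334 for the *hdac-6* gene (listed as *hda-6* in the files), -1.78 for *ptl-1* and -2.19 for *ptrn-1*, and in each case the 3 mutant samples were all below the 3 wild-type samples.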

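In *efa-6* mutants, 995 genes were up-regulated and 895 were down-regulated at a raw p-value under 0.001 (edgeR's quasi-likelihood test, n = 3 replicates per genotype, 12177 genes tested). In *hdac-6* mutants, 934 genes were up-regulated and 770 were down-regulated. In *ptl-1* mutants, the numbers were 1068 and 947, and in *ptrn-1* mutants, 955 and 983. Most of these changes were small. The median size of the log2 fold change was 0.533 in the up-regulated and 0.435 in the down-regulated genes of *efa-6*, 0.409 and 0.259 in *hdac-6*, 0.552 and 0.387 in *ptl-1*, and 0.347 and 0.383 in *ptrn-1*. Between 52.6% (up-regulated in *ptl-1*) and 77.3% (down-regulated in *hdac-6*) of the genes of a list changed by less than 1.5-fold. With the totals of these samples and the low spread between replicates, changes of this size could pass the threshold in genes with many counts.

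The paper's Table S1 lists 697 up-regulated and 593 down-regulated genes for *efa-6*, 576 and 487 for *hdac-6*, 759 and 645 for *ptl-1*, and 567 and 667 for *ptrn-1*. Of these, 688 and 588, 569 and 484, 750 and 637, and 564 and 659 were in the lists from edgeR, in the same order. Leaving out each replicate in turn gave 855 to 903 up-regulated and 632 to 780 down-regulated genes in *efa-6*, 758 to 835 and 545 to 671 in *hdac-6*, 897 to 968 and 734 to 853 in *ptl-1*, and 730 to 846 and 819 to 910 in *ptrn-1*. The alternative with the largest move differed between the numbers. It was an adjusted p-value under 0.05 as the threshold for the up- and down-regulated genes of *efa-6* (1593 and 1567), the down-regulated genes of *hdac-6* (1393) and the up-regulated genes of *ptl-1* (1685). For the down-regulated genes of *ptl-1* and *ptrn-1* it was a binomial test of summed counts (1584 and 1632), and for the up-regulated genes of *hdac-6* and *ptrn-1* the 1.5-fold cutoff (271 and 239). The 1.5-fold cutoff named in the methods left 444 and 360 genes in *efa-6*, 271 and 175 in *hdac-6*, 506 and 385 in *ptl-1*, and 239 and 391 in *ptrn-1*.

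The labels number the replicates of every genotype from 1 to 3, and the pairing of samples by these numbers is taken from the labels. With the replicate number as a block in the model, 1028 genes were up-regulated and 939 down-regulated in *efa-6*, 970 and 801 in *hdac-6*, 1107 and 982 in *ptl-1*, and 987 and 1022 in *ptrn-1*. Across 6340 genes, the deviations from the genotype means had a mean correlation of 0.03 (from -0.034 to 0.101) in the 30 pairs of samples with the same number and of -0.015 (from -0.103 to 0.038) in the 60 pairs with different numbers. Samples with the same number thus deviated together only slightly.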

We compared the transcriptome of each of these mutants with that of wild‐type control and identified several hundreds of up‐ and down‐regulated genes with the threshold set at ***p < 0.001 (Figure 4a, b, Supporting information Table S1). 

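In the lists from edgeR, *efa-6* and *hdac-6* mutants shared 260 up-regulated genes, with 735 genes only in *efa-6* and 674 only in *hdac-6*. Independent lists of these sizes would share 76.3 of the 12177 tested genes (odds ratio 5.52, Fisher's exact test across genes, p = 3e-79). They shared 126 down-regulated genes, with 769 only in *efa-6* and 644 only in *hdac-6*, where 56.6 would be shared by independent lists (odds ratio 2.71, Fisher's exact test, p = 1.8e-18). The overlap was larger between *ptl-1* and *ptrn-1* mutants. They shared 468 up-regulated genes (600 only in *ptl-1* and 487 only in *ptrn-1*), against 83.8 for independent lists (odds ratio 17, Fisher's exact test, p = 7.7e-270). They shared 553 down-regulated genes (394 only in *ptl-1* and 430 only in *ptrn-1*), against 76.4 for independent lists (odds ratio 35.3). Genes are not independent replicates, and the mutants are compared with the same 3 wild-type samples, so these p-values describe the lists and not repeated experiments.

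The lists of the paper's Table S1 have 151 up-regulated and 76 down-regulated genes in common between *efa-6* and *hdac-6*, and 295 and 372 between *ptl-1* and *ptrn-1*. Of these, 151, 75, 293 and 370 were also shared in the lists from edgeR. Across the 12177 genes, the log2 fold changes of *efa-6* and *hdac-6* had a Pearson correlation of 0.204 (Spearman 0.214), and those of *ptl-1* and *ptrn-1* had a Pearson correlation of 0.68 (Spearman 0.595). With the replicate number as a block, 276 up-regulated and 132 down-regulated genes were shared by *efa-6* and *hdac-6*, and 489 and 568 by *ptl-1* and *ptrn-1*. The pairing is again taken from the labels, and the correlation between samples with the same number was 0.03. The largest moves were to 475 shared up-regulated genes of *efa-6* and *hdac-6* with an adjusted p-value under 0.05 as the threshold, to 330 and 1018 shared down-regulated genes of the first and the second pair with a binomial test of summed counts, and to 129 shared up-regulated genes of *ptl-1* and *ptrn-1* with the 1.5-fold cutoff. With that cutoff, the other lists shared 59 (up) and 33 (down) genes for *efa-6* and *hdac-6* and 261 (down) for *ptl-1* and *ptrn-1*. The correlation of *efa-6* and *hdac-6* moved most without the filter on low counts, to 0.443, and that of *ptl-1* and *ptrn-1* with separate wild-type samples for the mutants, to 0.522. From the genes in common within each pair, the paper reasons that candidates for the effect on lifespan can be narrowed down.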

To narrow down the potential effector genes, we focused on the overlapped genes between the two long‐lived MT mutants (*efa‐6* and *hdac‐6*), as well as those between the two short‐lived MT mutants (*ptl‐1* and *ptrn‐1*). We then used the DAVID functional annotation program to identify biologic themes within the common up‐ and down‐regulated genes. 

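The functional annotation program was not run on the files, and lipid metabolism genes were taken instead as a set of gene-name classes (such as *fat-*, *acdh-*, *acs-*, *acox-*, *lipl-* and *elo-*) and single genes of fatty acid synthesis, breakdown and storage. Of the 141 tested genes of this set, 17 were among the 260 up-regulated genes shared by *efa-6* and *hdac-6*, against 3.01 for a random draw (odds ratio 6.65, Fisher's exact test across genes, p = 7.9e-09). After Benjamini-Hochberg adjustment over 24 tests of gene sets, the p-value was 3.8e-08. Of the 17 genes, 15 are also shared in the paper's Table S1. They include *acdh-1*, *pmp-5* and the fatty acid desaturase genes *fat-1*, *fat-2*, *fat-3*, *fat-5*, *fat-6* and *fat-7*. The log2 fold changes of the 17 genes were 0.18 to 3.01 in *efa-6* and 0.149 to 1.43 in *hdac-6*, and 9 of them in *efa-6* and 6 in *hdac-6* were above 1.5-fold. The value of 3.01 was that of *ckb-2* (0.692 in *hdac-6*), and the next largest in *efa-6* was 1.87 for *dgat-2*. Within 10 kb of *ckb-2* lies *ckb-3*, with a log2 fold change of 7.52 in *efa-6*, so a local variant of that strain is not excluded. In the short-lived mutants, 7 of the 17 genes were also up-regulated in *ptl-1* and 3 in *ptrn-1*, while 3 were down-regulated in each.

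Only 1 gene of the set was among the 126 shared down-regulated genes of *efa-6* and *hdac-6*, where 1.46 would be drawn at random. Among the 468 up-regulated genes shared by *ptl-1* and *ptrn-1*, there were 19 genes of the set, 5 of them vitellogenins, against 5.42 for a random draw (odds ratio 4.02, Fisher's exact test, p = 1.8e-06). Their 553 shared down-regulated genes held 12 genes of the set, *acdh-1* and *pmp-5* included, against 6.4 for a random draw. This excess did not pass after adjustment (odds ratio 1.98, Fisher's exact test, p = 0.027, adjusted p = 0.065). The number of genes of the set in the list of *efa-6* and *hdac-6* was 15 to 17 with each replicate left out in turn and 17 with the replicate number as a block, a pairing taken from the labels (correlation 0.03 between samples with the same number). The 1.5-fold cutoff moved it most, to 5 genes (Fisher's exact test, p = 0.00059). Because the expression of fat metabolism genes differed in the MT regulator mutants, the paper goes on to examine fat storage in them.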

Within the common up‐regulated genes in *efa‐6* and *hdac‐6* mutants, we found that genes involved in lipid metabolism are significantly enriched (Figure 4a,b and Supporting information Table S1). 

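Histone genes were taken as the genes with the names *his-* and *hil-*, of which 35 of the 79 in the files had enough counts to be tested. The *C. elegans* histone genes lie in clusters of near-identical copies. Reads that map to several copies were not counted by the authors, so the values of single histone genes are uncertain. Among the 126 down-regulated genes shared by *efa-6* and *hdac-6* were 8 histone genes, against 0.36 for a random draw (odds ratio 30.2, Fisher's exact test across genes, p = 2e-09, adjusted over 24 tests of gene sets p = 1.2e-08). These were *his-1*, *his-2*, *his-3*, *his-4*, *his-5*, *his-7*, *his-18* and *his-64*. Their log2 fold changes were -0.734 to -0.186 in *efa-6* and -1.36 to -0.0889 in *hdac-6*, with adjusted p-values up to 2e-05 and 0.002 from edgeR. Among the 468 up-regulated genes shared by *ptl-1* and *ptrn-1* were 15 histone genes, against 1.35 for a random draw (odds ratio 19.4, Fisher's exact test, p = 7.6e-13, adjusted p = 6.1e-12). Their log2 fold changes were 0.167 to 0.824 in *ptl-1* and 0.172 to 0.897 in *ptrn-1*, with adjusted p-values up to 0.0051 and 0.0055. For *hil-5* in *ptl-1*, the edgeR adjusted p rose to 0.062 without wild-type replicate 1, and also without *ptl-1* replicate 1. For *his-37* in *ptrn-1*, the adjusted p rose to 0.056 with DESeq2 and to 0.1 in edgeR without wild-type replicate 1.

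The 5 genes *his-1*, *his-2*, *his-3*, *his-4* and *his-7* were in both lists. One of them, *his-1* (ce10, chromosome V, 16042500 to 16042811), had a log2 fold change of -0.734 in *efa-6* (standard error 0.0421, edgeR adjusted p = 1.1e-26) and -0.796 in *hdac-6* (standard error 0.0409, edgeR adjusted p = 3.3e-29). In the short-lived mutants, *his-1* was raised, by 0.281 in *ptl-1* (standard error 0.0361, edgeR adjusted p = 7.1e-10) and 0.393 in *ptrn-1* (standard error 0.0338, edgeR adjusted p = 7.4e-17). Over all 35 tested genes, the median log2 fold change was -0.057 in *efa-6*, -0.072 in *hdac-6*, 0.281 in *ptl-1* and 0.291 in *ptrn-1*. The decrease in the long-lived mutants was thus limited to part of the genes, with 12 of 35 above wild type in *efa-6* and 13 in *hdac-6*, while 28 were above wild type in *ptl-1* and 33 in *ptrn-1*. With each replicate left out in turn, 7 to 8 histone genes stayed in the list of *efa-6* and *hdac-6* and 13 to 16 in the list of *ptl-1* and *ptrn-1*. With the replicate number as a block, the numbers were 8 and 16 (pairing from the labels, correlation 0.03 between samples with the same number). The largest move came from the 1.5-fold cutoff, which left 2 histone genes in each list (Fisher's exact test, p = 0.004 and p = 0.053). The paper reports both enrichments and leaves open what the changes in histone expression do to aging.

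**Figure D1:**
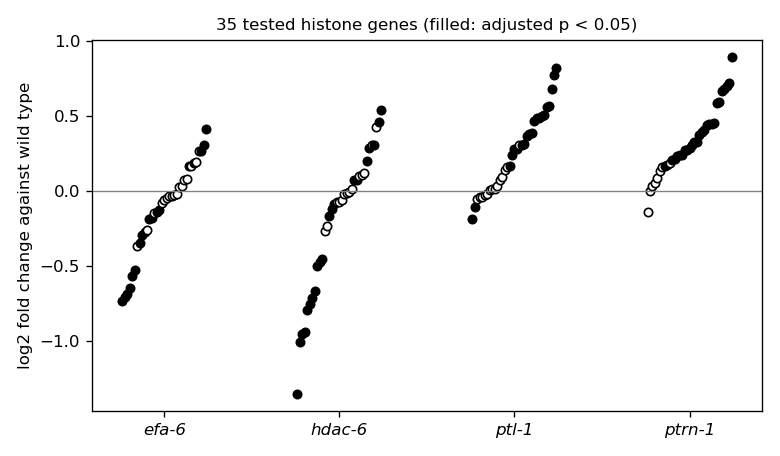
Log2 fold change against wild type (vertical axis) of each of the 35 tested histone genes in the 4 mutants, sorted within each mutant. Each point is a gene, filled where the adjusted p-value from edgeR is under 0.05, and the grey line marks no change. The points range from -0.734 to 0.414 in *efa-6* and from -1.36 to 0.544 in *hdac-6*, and most lie above the line in *ptl-1* and *ptrn-1*.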

We also found that histone genes are enriched in the common down‐regulated genes between *efa‐6* and *hdac‐6* mutants, as well as in the common up‐regulated genes in *ptl‐1* and *ptrn‐1* mutants. Multiple histone modification has been linked to aging regulation through epigenetic mechanisms (Tessarz et al., 2014). Elevated histone expression has been shown to extend lifespan in yeast, and RNAi of *C. elegans* histone genes has been reported to extend the lifespan of *daf‐2;aak‐1;aak‐2* dauer larvae (Xie & Roy, 2012), but the effects of the changes in histone gene expression on aging of multicellular organisms are currently unclear.

**Figure 4:**
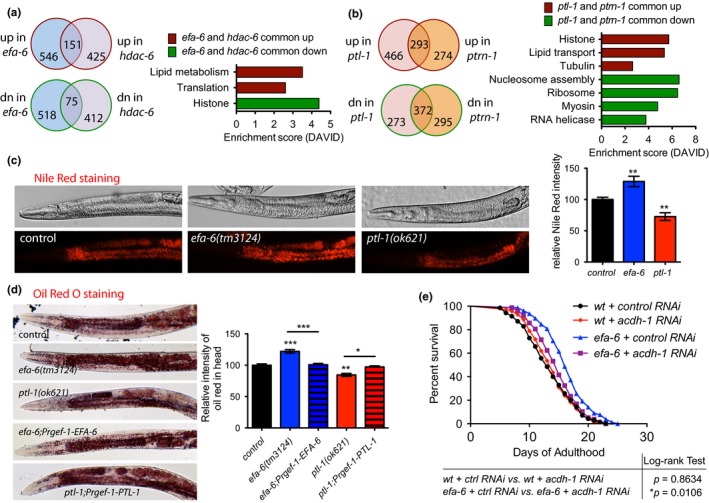
MT regulator mutants show aberrant expression of lipid metabolism‐related genes and altered fat storage. (a) RNA‐seq reveals differentially expressed genes in MT regulator mutants. Venn diagram showing the overlapping genes that are up‐regulated or down‐regulated in *efa‐6(tm3124)* and *hdac‐6(ok3203)* mutants. Significant gene ontology (GO) cluster terms from the shared up‐ and down‐regulated genes. Lipid metabolism cluster is the most significantly enriched cluster in the 151 shared up‐regulated genes. (b) Venn diagram showing the overlapping genes that are up‐regulated or down‐regulated in *ptl‐1(ok621)* and *ptrn‐1(tm5597)* mutants. Significant gene ontology (GO) cluster terms from the shared up‐ and down‐regulated genes. (c) Representative images and quantification of fixed Nile Red staining of indicated genotypes at Day 1 young adult stage. A bright field image of the same animal is also presented. Nile Red staining is increased in *efa‐6* mutants and reduced in *ptl‐1* mutants. (d) Representative images and quantification of fixed Oil Red O staining of indicated genotypes at Day 1 young adult stage. *N *≥ 10, one‐way ANOVA. (e) Survival curves of indicated strains. *acdh‐1* RNAi partially suppressed the lifespan phenotype in *efa‐6* mutants

We next looked into the genes whose expression is oppositely affected between the two long‐lived (*efa‐6* and *hdac‐6*) and the two short‐lived (*ptl‐1* and *ptrn‐1*) mutants (Supporting information Figure S3). 

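In the lists from edgeR, 25 genes were up-regulated in both long-lived mutants and down-regulated in both short-lived mutants. If the 260 and 553 shared genes were independent, 11.8 would be found (odds ratio 2.29, Fisher's exact test across genes, p = 0.00033). In the opposite direction, 10 genes were down-regulated in *efa-6* and *hdac-6* and up-regulated in *ptl-1* and *ptrn-1*, against 4.8 for independent lists (odds ratio 2.18, Fisher's exact test, p = 0.023). The sets held all 17 and all 9 genes that the paper shows in Figure S3a. More genes changed in the same direction in all 4 mutants, with 51 up-regulated (10 for independent lists, odds ratio 6.73, Fisher's exact test, p = 1.6e-22) and 29 down-regulated (5.7, odds ratio 6.58, Fisher's exact test, p = 2.5e-13).

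Each of the 26 genes of Figure S3a had an adjusted p-value under 0.05 in every mutant, with the direction the paper shows. The 104 log2 fold changes of these genes had sizes of 0.073 to 3.01 with a median of 0.43, and 34 of them were above 1.5-fold. The contrast of the mean of the long-lived mutants against the mean of the short-lived mutants was tested for each gene as well, and all 26 passed an adjusted p-value of 0.05. The paper picked these genes from the same samples for their opposite changes, so passing this contrast adds no independent evidence. In the first set, this contrast ranged on the log2 scale from 0.232 for *pab-1* (standard error 0.0151, edgeR adjusted p = 9.3e-24) to 3.3 for *col-129* (standard error 0.0475, edgeR adjusted p = 2e-69). In the second set, it ranged from -2.12 for *col-95* (standard error 0.0229, edgeR adjusted p = 9.5e-79) to -0.547 for *F53H4.2* (standard error 0.0304, edgeR adjusted p = 8.2e-28). For *col-129*, most of it came from the short-lived mutants, with log2 fold changes of -3.01 in *ptl-1* and -2.86 in *ptrn-1* against 0.42 in *efa-6* and 0.315 in *hdac-6*.

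With each of the 15 samples left out in turn, the sets held 19 to 25 and 9 to 11 genes, and with the replicate number as a block they held 26 and 11 (pairing taken from the labels, with a correlation of 0.03 between samples of the same number). No choice changed them as much as the 1.5-fold cutoff in every mutant, which left 1 gene in the first set and 0 in the second. The paper examines the oppositely affected genes after the genes in common within each pair, and picks *nap-1* and *acdh-1* from them on the basis of earlier studies.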

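The gene *acdh-1* (ce10, chromosome I, 6497455 to 6499466) had 148.4 ± 11.1 TMM-normalized CPM in wild type (SD, n = 3), 236.6 ± 3.32 in *efa-6*, 244.5 ± 5.2 in *hdac-6*, 90.5 ± 2.57 in *ptl-1* and 131.3 ± 1.4 in *ptrn-1*. Its log2 fold change against wild type was 0.673 in *efa-6* (standard error 0.0405, adjusted p = 1.99e-25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.718 in *hdac-6* (standard error 0.0391, edgeR adjusted p = 1.17e-27). In the short-lived mutants, it was -0.711 in *ptl-1* (standard error 0.0483, edgeR adjusted p = 2.7e-22) and -0.178 in *ptrn-1* (standard error 0.0418, edgeR adjusted p = 0.00055). The decrease in *ptrn-1* was close to the spread of the wild-type samples, which lay between 137.6 and 159.6 normalized CPM, against 129.8 to 132.4 in *ptrn-1*.

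The gene *nap-1* (ce10, chromosome IV, 8378072 to 8379298) had 600.9 ± 6.72 normalized CPM in wild type (SD, n = 3), 648.3 ± 2.51 in *efa-6*, 667.5 ± 15 in *hdac-6*, 494.4 ± 5.68 in *ptl-1* and 531.2 ± 7.88 in *ptrn-1*. Its log2 fold changes were smaller, at 0.11 in *efa-6* (standard error 0.0266, edgeR adjusted p = 0.00082) and 0.154 in *hdac-6* (standard error 0.026, edgeR adjusted p = 2.1e-06). In the short-lived mutants they were -0.283 in *ptl-1* (standard error 0.0272, edgeR adjusted p = 1.2e-14) and -0.178 in *ptrn-1* (standard error 0.0259, edgeR adjusted p = 4.2e-08). The value in *ptrn-1* was the same as that of *acdh-1*. None of these changes of *nap-1* reached 1.5-fold. For both genes, the 3 samples of every mutant lay entirely on 1 side of the 3 wild-type samples. An exact permutation test of 3 against 3 samples cannot give a p-value under 0.1. The contrast of the long-lived against the short-lived mutants was 1.14 on the log2 scale for *acdh-1* (standard error 0.0297, edgeR adjusted p = 4e-50) and 0.362 for *nap-1* (standard error 0.0189, edgeR adjusted p = 1.5e-29).

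Leaving out single replicates moved the values of *acdh-1* most. Its log2 fold change then ranged from 0.619 to 0.742 in *efa-6*, 0.664 to 0.778 in *hdac-6*, -0.765 to -0.651 in *ptl-1* and -0.232 to -0.121 in *ptrn-1*. That of *nap-1* ranged from 0.101 to 0.12, 0.145 to 0.171, -0.292 to -0.276 and -0.19 to -0.169 in the same order, and without the filter on low counts it moved further in *hdac-6* (0.172) and *ptrn-1* (-0.165). With the replicate number as a block, the log2 fold changes of *acdh-1* were 0.674, 0.718, -0.708 and -0.177 and those of *nap-1* were 0.11, 0.154, -0.281 and -0.177 (pairing taken from the labels, correlation 0.03 between samples with the same number). The paper singles out *nap-1* and *acdh-1* among the oppositely affected genes because earlier studies had connected both with lipid metabolism and aging.

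**Figure D2:**
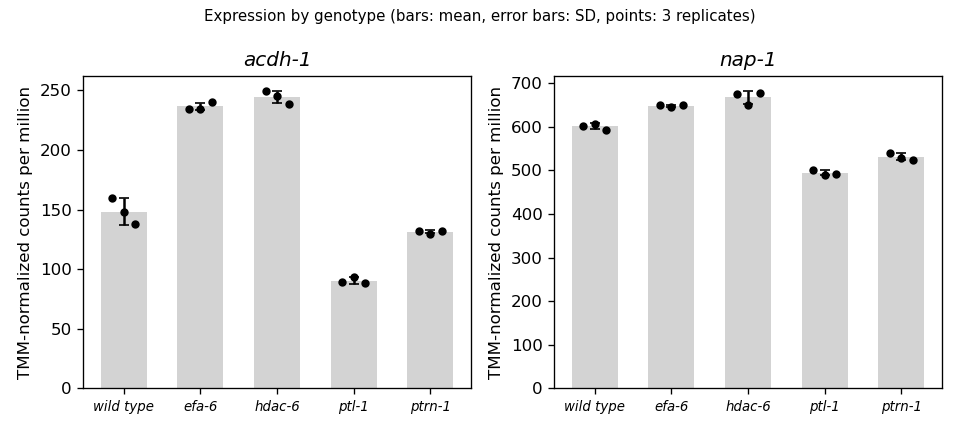
TMM-normalized CPM (vertical axes, starting at 0) of *acdh-1* and *nap-1* in wild type and the 4 mutants. Bars show the mean, error bars the SD and points the 3 replicates. The mean of *acdh-1* is 236.6 and 244.5 in the long-lived mutants, above 148.4 in wild type, and 90.5 and 131.3 in the short-lived mutants. The means of *nap-1* have the same order, with smaller log2 fold changes in every mutant except *ptrn-1*.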

Among them, *nap‐1* and *acdh‐1* have been previously linked to lipid metabolism and aging regulation. NAP‐1 is a conserved nucleosome assembly protein (NAP) family member that can function as a sensor of cholesterol and interact with DAF‐16 to regulate transcription of longevity genes (Cheong et al., 2013; Ihara, Uno, Miyatake, Honjoh, & Nishida, 2017). NAP‐1 overexpression is sufficient to extend lifespan and enhance fat storage in wild‐type animals (Cheong et al., 2013). *acdh‐1 *encodes a short‐chain acyl‐CoA dehydrogenase that catalyzes fatty acid beta‐oxidation. ACDH‐1 protein level is up‐regulated in *eat‐2* mutants, and *acdh‐1* RNAi significantly decreases the lifespan of *eat‐2* (Yuan et al., 2012).

Given that genes involved in fat metabolism were differentially expressed in MT mutants, we tested whether fat metabolism was affected in these mutants. We compared fat staining in fixed wild‐type and mutant animals using the lipophylic dye Nile Red, which stains neutral lipids in fixed tissues (Brooks & Liang, 2009). We found that the intensity of stained lipid droplets is significantly reduced in *ptl‐1*, but increased in *efa‐6* mutants (Figure 4c), correlating with the changes in lifespan of these mutants. We also confirmed the fat staining phenotype using Oil Red O staining (Figure 4d), which stains also neutral lipids such as triglycerides (O'Rourke, Soukas, Carr, & Ruvkun, 2009). To determine whether EFA‐6 and PTL‐1 act in the nervous system to regulate fat accumulation, we performed transgenic rescue experiments. We found that the fat storage phenotype in *efa‐6* and *ptl‐1* mutants could be rescued by neuron‐specific transgenic expression of EFA‐6 and PTL‐1, respectively (Figure 4c). Emerging studies from both invertebrates and mammals suggest that elevated fat storage can affect longevity (Hansen, Flatt, & Aguilaniu, 2013; Steinbaugh et al., 2015). To test whether lipid metabolism is critical for the role of MT regulators in modulating longevity, we treated *efa‐6* mutants with *acdh‐1* RNAi. *acdh‐1* RNAi partially suppressed the lifespan extension in efa‐6 mutants, but did not affect lifespan at wild‐type background (Figure 4e). However, *acdh‐1* RNAi did not affect the fat accumulation phenotype of the *efa‐6* mutants (Supporting information Figure S3c), this could indicate that alterations in both lipid production and degradation might be more important than a shift toward lipid storage in mediating the effects of MT regulators on aging. Taken together, these data suggest that MT regulators might act in neurons to modulate aging through alterations in lipid metabolism.

### 2.5 The roles of microtubule regulators in modulating aging and metabolism require DAF‐16

We next investigated the interactions of MT regulator genes with other aging‐regulatory pathways. DAF‐16/FOXO, HSF‐1, and SKN‐1/NRF2 are the three of the most important lifespan‐modulatory transcription factors that have been identified so far (Murphy & Hu, 2013). We generated double mutants of MT regulator genes (*efa‐6* or *hdac‐6*) and aging regulators (*daf‐16, hsf‐1, or skn‐1*) and compared the lifespan phenotype in double mutants with each single mutant. The lifespan extension phenotype induced by loss of EFA‐6 or HDAC‐6 was completely abolished in the absence of DAF‐16, but was maintained, though somewhat reduced, in the *hsf‐1* and *skn‐1* mutants (Figure 5a–f), suggesting that *efa‐6* and *hdac‐6* regulate longevity in a DAF‐16‐dependent manner. We then asked whether the differentially expressed genes in the MT regulator mutants identified in the RNA‐seq overlap with DAF‐16 targets. We compared the list of differentially expressed genes with the list of known DAF‐16 targets (Tepper et al., 2013). The strongest overlapping was found in the group of up‐regulated genes in efa‐6 mutants, with 81 (11.6%) direct and 137 (19.7%) indirect targets of DAF‐16 out of 697 genes (Supporting information Table S1), supporting the notion that the role of MT regulators in modulating aging is mediated by DAF‐16.

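DAF-16 targets are marked in the paper's Table S1 for the genes it lists, as direct or indirect. The full list of targets was not analysed here, so an enrichment over all tested genes could not be computed, and the lists were compared with each other. Direct and indirect targets together made up 31.3% of the 697 up-regulated genes of *efa-6*. The share was 28.2% of the 593 down-regulated genes of *efa-6* (Fisher's exact test against the up-regulated genes of *efa-6*, p = 0.25, adjusted over 7 comparisons p = 0.29) and 29.3% of the 576 up-regulated genes of *hdac-6* (Fisher's exact test, p = 0.46, adjusted p = 0.46). These differences from the first list did not pass the test. The other lists had lower shares, with 19.3% of the down-regulated genes of *hdac-6*, 18.7% and 15.5% of the up- and down-regulated genes of *ptl-1*, and 21.5% and 17.7% of those of *ptrn-1*. Each of these differed from the up-regulated genes of *efa-6*, with adjusted p-values from 7.7e-11 to 0.00014 (Fisher's exact test). The share of direct targets alone was 11.6% in the up-regulated and 12.6% in the down-regulated genes of *efa-6*. Of the 1263 genes in several lists, 50 are marked differently from list to list.

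In the counts, 213 of the 218 targets up-regulated in *efa-6* were up-regulated at the same threshold, 80 of them direct and 133 indirect. Their median log2 fold change was 0.67, against 0.533 for the 475 other genes of the list (permutation test with 100000 permutations across genes, p = 0.0039), and 118 targets and 209 other genes were above 1.5-fold. The number of targets still up-regulated was 206 to 210 with each replicate left out in turn and 213 with the replicate number as a block (pairing taken from the labels, correlation 0.03 between samples with the same number). It moved most under the 1.5-fold cutoff, to 118. The paper listed these targets as up-regulated from the same samples, so finding them again adds no independent evidence. Of all 697 genes of the list, 688 were up-regulated again, so the recovery is not particular to targets. The log2 fold change of *daf-16* itself was 0.148 in *efa-6* (standard error 0.0405, edgeR adjusted p = 0.0034), -0.00516 in *hdac-6* (standard error 0.04, edgeR adjusted p = 0.95), -0.157 in *ptl-1* (standard error 0.0415, edgeR adjusted p = 0.0022) and -0.0516 in *ptrn-1* (standard error 0.0384, edgeR adjusted p = 0.36). From the overlap of the *efa-6* list with DAF-16 targets, beside the lifespan of the double mutants, the paper proposes that DAF-16 mediates the effect of MT regulators on aging. It later adds evidence from fat storage and touch neuron morphology in *efa-6;daf-16* mutants, and from nuclear DAF-16 in *efa-6* mutants.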

**Figure 5:**
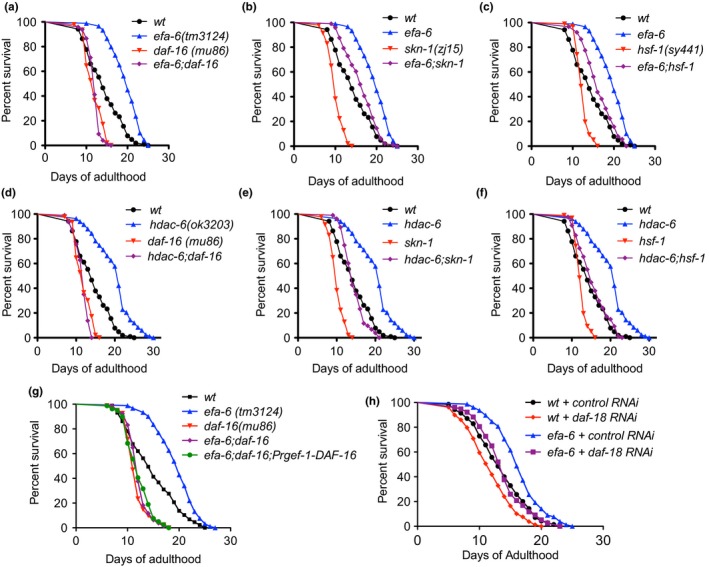
The aging effects in microtubule regulators mutants require *daf‐16* activity. (a) The lifespan extension phenotype in *efa‐6* mutants was suppressed by *daf‐16* mutation. *efa‐6;daf‐16* double mutant resembles *daf‐16* single mutant, suggesting that *efa‐6* phenotype is dependent on *daf‐16*. (b–c) Additive effect between *efa‐6* and *skn‐1* (or *hsf‐1*) on lifespan suggests that they function in parallel. (d–f) The lifespan extension phenotype in *hdac‐6* mutants was also suppressed by *daf‐16* mutation, but not *skn‐1* or *hsf‐1* mutation. (g) Re‐expressing DAF‐16 in the nervous system was not sufficient to rescue the shortened lifespan in *efa‐6;daf‐16* double mutants. *efa‐6;daf‐16;Prgef‐1‐DAF‐16* animals were generated by co‐injecting Prgef‐1‐DAF‐16A and Prgef‐1‐DAF‐16F plasmids to *efa‐6;daf‐16* strain. (h) *daf‐18* RNAi and *efa‐6(tm3124)* displayed an additive effect on lifespan

Our data described above suggested that MT regulators predominantly function in the nervous system to modulate lifespan, thus we tested whether neuronal DAF‐16 alone was sufficient to mediate the role of MT regulators on modulating lifespan. Re‐expressing DAF‐16 in the nervous system was not able to rescue the shortened lifespan in *efa‐6;daf‐16* double mutants (Figure 5g), suggesting that DAF‐16 is required in a cell‐nonautonomous manner for MT regulators to modulate longevity.

IIS within the nervous system plays an important role in longevity regulation in both *C. elegans* and mouse (Iser, Gami, & Wolkow, 2007; Taguchi, Wartschow, & White, 2007; Wolkow, Kimura, Lee, & Ruvkun, 2000), and DAF‐16/FOXO is one of the most important downstream transcription factors in IIS pathway. We then asked whether MT regulators modulate lifespan through the IIS pathway. IIS is negatively regulated by the lipid phosphatase DAF‐18, the ortholog of the human tumor suppressor PTEN, and *daf‐18* RNAi has been shown to increase the activity of the IIS pathway (Gil, Malone Link, Liu, Johnson, & Lees, 1999; Mihaylova, Borland, Manjarrez, Stern, & Sun, 1999; Ogg & Ruvkun, 1998). We found that *daf‐18* RNAi significantly shortened the lifespan and displayed additive effect with *efa‐6(tm3124)* (Figure 5h), suggesting that *efa‐6* might not function directly through IIS pathway.

As FOXO transcription factors play a conserved role in regulating energy homeostasis and lipid metabolism, we tested whether the fat storage effect in MT regulator mutants was dependent on DAF‐16. We found that the increase of fat storage in *efa‐6* mutants was significantly attenuated in the *efa‐6;daf‐16* mutants (Figure 6a–b). During *C. elegans* aging, touch sensory neurons display morphological changes, and *daf‐16* is required to maintain touch neuron integrity (Pan et al., 2011; Tank et al., 2011; Toth et al., 2012). We tested whether the delayed neuronal aging in *efa‐6* mutants was dependent on DAF‐16. We found that *daf‐16* mutants showed mild defects in touch neuron morphology compared to wild‐type control on both Day 1 and Day 12 of adult life (Figure 6c). Loss of DAF‐16 abolished the protective effect of *efa‐6(tm3124)* on adult Day 12 (Figure 6c). Taken together, these data suggest that MT regulators influence neuronal aging and fat storage in a *daf‐16*‐dependent manner.

**Figure 6:**
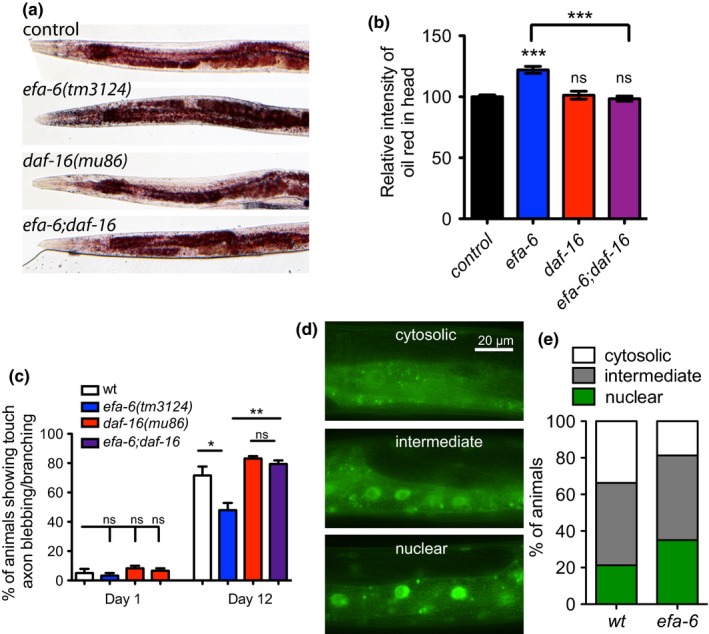
The role of *efa‐6* is DAF‐16‐dependent. (a–b) Fat storage phenotype in *efa‐6* mutants also depends on DAF‐16. Representative images and quantification of fixed Oil Red O staining of indicated genotypes at Day 1 young adult stage. *N* ≥ 10, one‐way ANOVA. (c) The neuronal aging protection effect of *efa‐6* mutants was abolished by *daf‐16* mutation. Percentage of animals showing branching and/or blebbing touch neurons in wild‐type, *efa‐6(tm3124) *and *efa‐6;daf‐16 *animals. Values are mean percentage from three experiments. Each experiment started with 20 worms. One‐way ANOVA. (d–e) Representative images and quantification of DAF‐16::GFP (*muIs71*) at L4 stage. *N* = 80 for each genotype. Chi‐square test, *p = 0.0466

The activity of DAF‐16/FOXO is regulated by a broad variety of stimuli that control post‐translational modification, subcellular localization, DNA binding, and transcriptional activity. The nuclear accumulation of DAF‐16 is required for the induction of its target genes, and nuclear enrichment of DAF‐16::GFP is observed in many long‐lived mutants. We then evaluated whether DAF‐16 nuclear localization was affected in *efa‐6* mutants using an integrated DAF‐16::GFP transgenic line. We found an increase in the population of animals with strong nuclear localization (Figure 6d–e), further supporting the DAF‐16‐dependent function of MT regulators.

## 3 DISCUSSION

### 3.1 Microtubule‐associated proteins as novel longevity regulators

Microtubule dysfunction is associated with age‐related neurodegenerative diseases (Dubey et al., 2015). Microtubule regulators have been implicated, but not been directly linked to lifespan modulation. Recently, studies on PTL‐1, the worm homolog of mammalian Tau protein, have demonstrated that PTL‐1 is involved in age‐related preservation of neuronal structural integrity and in promoting a normal lifespan (Chew et al., 2013). Similarly, a previous study in *Drosophila* showed that loss of stathmin, a microtubule regulator, led to a reduction in axonal MT stability and a decrease in lifespan (Duncan et al., 2013). These studies suggested that a disruption in neuronal MTs might be detrimental for longevity. However, whether manipulating MTs can promote longevity remains unknown.

Here, we demonstrate that EFA‐6 normally negatively regulates neuronal integrity and synaptic vesicle distribution during aging, while in contrast PTL‐1 normally protects neuronal structural integrity and function. These neuronal effects are linked to the influence of *efa‐6 and ptl‐1 *on organismal longevity. Loss of EFA‐6 extends lifespan and the lifespan extension phenotype can be completely rescued by neuronal expression of EFA‐6. To test whether the impact on longevity is general property of MT regulators, we further tested a set of genetic mutations of microtubule regulator genes and identified *hdac‐6* and *ptrn‐1* as longevity regulating genes. Similar to EFA‐6 and PTL‐1, these MT regulators appear to act in the nervous system to control lifespan, as pan‐neuronal expression of these genes is sufficient to rescue the lifespan phenotype in the mutants. Previous genome‐wide RNAi screens for genes involved in lifespan regulation have not identified these microtubule regulators, possibly because most *C. elegans* neurons are resistant to RNAi feeding (Asikainen, Vartiainen, Lakso, Nass, & Wong, 2005).

We found that *efa‐6* and *hdac‐6* mutants are long‐lived, while *ptl‐1and ptrn‐1* mutants are short‐lived. The opposing phenotypes in the two groups of mutants suggest a connection between their effects on MTs and the resulting effect on aging. Specifically, PTL‐1 and PTRN‐1 have been shown to promote MT stability. PTL‐1 is highly conserved in both structure and function to *Tau*, which binds to and stabilizes MTs (Drubin & Kirschner, 1986). PTRN‐1 promotes MT stability in *C. elegans* neurons and epidermis (Marcette et al., 2014; Richardson et al., 2014; Wang et al., 2015). On the other hand, EFA‐6 appears to promote MT catastrophe (O'Rourke et al., 2010), and HDAC6 deacetylates alpha‐tubulin and negatively regulates MT stability (Matsuyama et al., 2002). Hence, it appears that increased MT stability leads to increased organismal longevity whereas decreased stability shortens lifespan. In people, reduced MT stability is associated with several neurodegenerative diseases such as Alzheimer's disease and Parkinson's disease. However, hyperstable MTs can also lead to neurodegeneration as found in Hereditary Spastic Paraplegia (Dubey et al., 2015). Therefore, the right level of MT stability might be critical for neuronal function. Perturbing the balance in MT dynamics might disrupt neuronal function, while promoting the homeostasis is protective for neurons to preserve function during aging. Further investigation on how those MT regulators impact MT dynamics will be needed to understand their roles influencing the aging process.

### 3.2 MT regulators act in the nervous system to influence organismal longevity

The nervous system is known to modulate lifespan in diverse species. It detects sensory cues from the environment and internal signals from the animal, and coordinates organismal metabolic homeostasis and energy balance (Riera & Dillin, 2016). Previous studies have shown that chemosensory neurons regulate animal longevity in *C. elegans* (Alcedo & Kenyon, 2004). Mutations that disrupt sensory cilia lead to defective sensory perception and promote longevity (Apfeld & Kenyon, 1999). Similarly, loss of olfactory function in *Drosophila* has also been shown to increase lifespan (Libert et al., 2007). Later studies have then shown that these sensory neurons influence longevity through multiple mechanisms. First, specific sensory neurons synthesize INS‐6 and DAF‐28, which act via DAF‐2 to inhibit the accumulation of DAF‐16 in the nucleus and the subsequent activation of DAF‐16 target genes (Kenyon, 2010; Riera, Merkwirth, Magalhaes Filho, & Dillin, 2016). Second, lifespan extension conferred by dietary restriction has been shown to be mediated by SKN‐1 that acts in the ASI sensory neurons (Bishop & Guarente, 2007). Finally, the AFD thermosensory neurons promote lifespan at warm temperature by up‐regulating the DAF‐9 sterol hormone signaling (Lee & Kenyon, 2009), while cool‐sensitive IL1 neurons promote lifespan at cool temperature through DAF‐16 in the intestine (Xiao et al., 2013; Zhang et al., 2018). Besides these direct effects of sensory neurons on longevity, neurons can also detect diverse cellular stressors and trigger animal‐wide stress responses to protect the animal and ensure survival (Durieux, Wolff, & Dillin, 2011; Prahlad, Cornelius, & Morimoto, 2008; Tatum et al., 2015; Taylor & Dillin, 2013). Therefore, different neuron types respond to distinct external and internal cues and activate distinct neuronal signals and signaling pathways to extend or shorten lifespan.

Consistent with the important role identified for the nervous system in aging, we find that the MT regulators appear to act in the nervous system to modulate longevity, as the lifespan phenotypes in MT regulator mutants are rescued by neuron‐specific transgenic expression of these MT regulators. However, MT regulators in the intestine might also have an effect on longevity, as intestinal expression of EFA‐6 can partially rescue the longevity phenotype in *efa‐6* mutants. It remains to be determined whether their function is required in all neurons or if a particular subset of neurons is more important for their effect on aging. Since the MT cytoskeleton plays critical structural role in cilia, and many genetic mutants that have impaired ciliary structures or functions display altered lifespan (Apfeld & Kenyon, 1999), it is possible that the MT regulators could regulate cilia function to affect lifespan. However, many of the long‐lived mutations affecting cilia lead to the disruption of ciliary structure, whereas we find that enhancing MT stability promotes instead of reduces lifespan. This could instead suggest a different mechanism such as alterations in the localization or release of vesicles encoding neurotransmitters or neuropeptides. More work will be needed to understand the mechanism(s) involved.

### 3.3 The role of MT regulators in regulating aging and metabolism requires DAF‐16

Insulin is involved in many cellular processes and the IIS pathway is known to play conserved roles in regulating metabolism, stress resistance, and lifespan (Kenyon, 2005). As one of the most important downstream transcription factors in IIS pathway, DAF‐16/FOXO regulates genes are involved in dauer formation, fat storage, stress response, and longevity (Murphy et al., 2003). IIS within the nervous system has been shown to be important for its role in longevity regulation in both *C. elegans* and mice (Iser et al., 2007; Taguchi et al., 2007; Wolkow et al., 2000). IIS pathway is involved in age‐dependent decay of neuron integrity. During aging, touch sensory neurons develop blebs and aberrant branches. These age‐dependent morphological changes are delayed in *daf‐2* mutants, and *daf‐16* is required for the beneficial effects in *daf‐2* mutants (Pan et al., 2011; Tank et al., 2011; Toth et al., 2012). We report that loss of EFA‐6 delays neuronal aging phenotypes in a DAF‐16‐dependent manner. We also show that MT regulators act in the nervous system to regulate lifespan, and that the lifespan extension in *efa‐6 *and *hdac‐6* mutants are dependent on DAF‐16. In addition, loss of DAF‐16 abolishes the effect on fat storage in *efa‐6* mutants, suggesting that the role of MT regulators in regulating metabolism and aging requires DAF‐16 function. 

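The gene families that the discussion gives as examples are the fatty acid desaturases (*fat-*) and the acyl-CoA dehydrogenases (*acdh-*). All 7 tested *fat-* genes were up-regulated in *efa-6* at a raw p-value under 0.001, 6 in *hdac-6*, 4 in *ptl-1* and 2 in *ptrn-1*, and *fat-5* was down-regulated in *ptrn-1*. The log2 fold change of *fat-6* was 0.624 in *efa-6* (standard error 0.0528, edgeR adjusted p = 2.84e-17), 0.369 in *hdac-6* (standard error 0.053, edgeR adjusted p = 3.14e-08) and 1.37 in *ptl-1* (standard error 0.0467, edgeR adjusted p = 1.48e-41). That of *fat-7* was 0.639 in *efa-6* (standard error 0.0563, edgeR adjusted p = 1.98e-16), 0.781 in *hdac-6* (standard error 0.0533, edgeR adjusted p = 6.07e-22), 1.16 in *ptl-1* (standard error 0.0511, edgeR adjusted p = 9.14e-34) and 0.469 in *ptrn-1* (standard error 0.0531, edgeR adjusted p = 9.78e-12). The increase of these desaturases was therefore not limited to the long-lived mutants. For *fat-5*, it was 0.428 in *efa-6*, 0.463 in *hdac-6* and -0.749 in *ptrn-1* (edgeR adjusted p = 1.3e-06).

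Of the 11 tested *acdh-* genes, only *acdh-1* was changed in *efa-6* and *hdac-6*. In *ptl-1*, *acdh-7* and *acdh-10* were up-regulated and *acdh-1* and *acdh-8* down-regulated, and in *ptrn-1*, *acdh-7* was up-regulated and *acdh-1* and *acdh-8* down-regulated. The log2 fold change of *acdh-8* was -2 in *ptl-1* (standard error 0.388, edgeR adjusted p = 2.41e-05) and -2.03 in *ptrn-1* (standard error 0.355, edgeR adjusted p = 3.41e-06), from 0 to 13 counts per mutant sample and 21 to 31 counts per wild-type sample. Leaving out single replicates moved *acdh-8* most, to between -3.28 and -1.62 in *ptl-1* and between -2.36 and -1.86 in *ptrn-1*. The same fits gave 1.34 to 1.42 for *fat-6* and 1.14 to 1.18 for *fat-7* in *ptl-1*. The paper connects these metabolic genes with DAF-16 through earlier reports that many of them are its targets.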

Our RNA‐seq data showed that genes involved in metabolic pathways were differentially expressed in the MT regulator mutants. Many of these genes (e.g., fatty acid desaturase genes and acyl‐CoA dehydrogenase genes) are targets of DAF‐16 (Murphy et al., 2003). Among the genes whose expression is regulated in opposite directions between the two long‐lived and short‐lived MT regulator mutants, *nap‐1* encodes a conserved nucleosome assembly protein (NAP) family member that can function as a cofactor of DAF‐16 to regulate transcription of longevity genes (Cheong et al., 2013; Ihara et al., 2017). *acdh‐1* was previously reported as a target of DAF‐16 (Murphy et al., 2003). Also, *nap‐1* RNAi reduces *acdh‐1p::*GFP expression (MacNeil, Watson, Arda, Zhu, & Walhout, 2013), consistent with the notion that NAP‐1 might act as a cofactor of DAF‐16 to regulate transcription (Cheong et al., 2013). A previous study reported that *FoxO* regulates neuronal MT stability and its protein level was negatively regulated by MT disruption in *Drosophila* neurons (Nechipurenko & Broihier, 2012). In agreement with that, we detect increased DAF‐16 nuclear localization in *efa‐6* mutants. Together, these results suggest that neuronal MT status might affect DAF‐16 activity and subsequently affect fat metabolism and longevity. However, *daf‐18* RNAi, which increases insulin signaling (Gil et al., 1999; Mihaylova et al., 1999; Ogg & Ruvkun, 1998), displays an additive effect with *efa‐6(tm3124)* on longevity, suggesting that MT regulators might function in parallel with IIS pathway. Future study will be required to determine the precise mechanism by which DAF‐16 mediates the role of MT regulators in the context of aging.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 *C. elegans* strains and transgenic animals

All *C. elegans *strains were maintained on standard NGM plates seeded with OP50 *E.coli* at 20 Celsius degree unless otherwise noted. The following *C. elegans *strains used in this study were obtained from the *C. elegans *Genetics Center which is funded by NIH Office of Research Infrastructure Programs (P40 OD010440): Bristol N2, CF702 *(muIs32(mec‐7p::GFP))*, RB2357 (*hdac‐6 (ok3203)*), RB809 (*ptl‐1(ok621)*), CF1038 (*daf‐16(mu86)*), PS3551 (*hsf‐1(sy441)*), QV225 (*skn‐1(zj15)*). *efa‐6(tm3124)* and *ptrn‐1(tm5597)* were obtained from the Mitani Laboratory. NM2689 (*jsIs821(mec‐7p::GFP::RAB‐3)*) was kindly provided by Dr. Michael Nonet (Bounoutas, Zheng, Nonet, & Chalfie, 2009). Double mutants were generated with standard genetic crosses, and the genotypes of strains were confirmed by PCR using primers detecting gene deletions or point mutations. Transgenic animals were generated by microinjection of 10 ng/μl plasmid DNA and 90 ng/μl Pttx‐3‐rfp plasmid as a co‐injection marker unless otherwise noted. At least two lines were tested for each transgene.

### 4.2 Fluorescence microscopy

*mec‐7p::GFP* was used to label touch neurons and *mec‐7p::GFP::RAB‐3 *was used to label synaptic vesicles in touch neurons. Well‐fed L4 animals were manually picked to synchronize the animals to regular NGM plates (40 worms/plate) and then transferred to NGM plates containing 50 μM FUDR (5‐fluoro‐2’‐deoxyuridine) on the first day of adulthood. Animals at the indicated days of adult life were mounted onto 2% agarose pad and immobilized with 30 μM muscimol (Sigma). Animals were then examined for neuronal morphology (blebbing and branching) or the distribution of GFP::RAB‐3 puncta using Zeiss LSM780 confocal microscope or Olympus IX83 inverted microscope. Each experiment was done in triplicate and results were compared to a control strain handled in parallel with the test strains. *muIs71* (DAF‐16::GFP) was used to examine DAF‐16 intracellular localization. Well‐fed L4 animals were manually picked and mounted, immobilized and scored/imaged using Olympus IX83 inverted microscope.

### 4.3 Touch sensitivity assay

Touch assay was performed as previously described (Chalfie & Sulston, 1981). Briefly, each animal was touched in the head and then tail with an eye bow hair for 5 times (10 touches in total). A positive response was determined as acceleration of the animal away from touch. The percentage of positive response was quantified.

### 4.4 Thrashing assay

All thrashing assays were done at room temperature (21.5–22.5°C). Thrashing assays were performed in 12‐well plates with 2 ml of M9 buffer per well. Individual worms were transferred to M9 buffer and allowed to recover for 20–30 s. Movies of 30 s were captured using IC Capture software with a DBK‐21BUC03 digital camera (ImagingSource, Germany) and a Zeiss Stemi 2000‐C Stereo Microscope. Movies were saved as AVI format and analyzed using ImageJ wrMTrck plugin (ImageJ1.48) for the number of body bends and the average speed. A body bend was defined as a change in the direction of the segment from the head to the midbody of an animal. The average speed was calculated as track length (mm)/time(s).

### 4.5 Lifespan assays

Animals were cultured at 20°C and survival was scored at room temperature (21.5–22.5°C). Well‐fed L4 animals were manually picked to synchronize the animals on regular NGM plates (~50 worms/plate × 2 plates) and these worms were transferred to NGM plates containing 50 μM FUDR on the first day of adulthood. If off springs were found in plates on Day 2, the adult animals would be transferred to another set of FUDR containing NGM plates. Animals were checked daily for dead or missing animals, and dead animals were removed from the plates when identified. The number of dead animals removed was recorded. Animals were considered dead when they failed to respond to touch and stopped pharyngeal pumping. RNAi treatment lifespans were conducted on NGM plates supplemented with FUDR, carbenicillin (50 μg/mL), isopropyl β‐d‐thiogalactopyranoside (IPTG, 1 mM). L4 animals were picked onto RNAi plates and the progenies at adult Day 1 stage will be picked to RNAi plates containing FUDR and tested for lifespan. Prism (Graphpad Software) was used to generate graphs and perform log‐rank testing for survival curve comparison. Lifespan data used to generate survival curves are summarized in Supporting information Table S2.

### 4.6 RNA‐seq

Wild‐type, *efa‐6(tm3124), hdac‐6(ok3203), ptl‐1(ok621),* and *ptrn‐1(tm5597)* worms were synchronized via hypochlorite treatment. When animals reached young adulthood, young adult animals were picked to fresh NGM plates with OP50 and allowed to lay eggs for 1 hr. The eggs were developed on regular NGM plates until L4 stage before transferred to plates containing FUDR. Adult Day 1 worms (three replicates for each strain) were collected for RNA extraction using Trizol followed by Qiagen RNeasy kit. 500 ng of total RNA from each sample was used to construct RNA‐seq libraries using KAPA RNA HyperPrep Kit with RiboErase (KK8483, KAPA Biosystems) following the manufacturer's protocol. Primers with barcoded adaptors (KK8710, KAPA Biosystems) were used to allow multiplex sequencing. Libraries were sequenced using Illumina HiSeq 3000 at the GCCRI Genome Sequencing Facility at UTHSCSA. The sequencing reads were aligned to *C. elegans* genome (ce10) using STAR 2.5.2b, and after removing reads mapped to rRNA sequences, read counts for each gene were conducted by featureCounts package with default parameters (Dobin et al., 2013; Liao, Smyth, & Shi, 2014). DESeq2 1.14.1 was used to call differentially expressed genes between each mutant and wild‐type groups, with more than 1.5‐fold expression change as the cutoff (Love, Huber, & Anders, 2014). The RNA‐seq data are available at the Gene Expression Omnibus under the accession number GSE115531 or the token "avqxsgogjxifvwv".

### 4.7 RT‐PCR

Synchronized adult Day 1 worms (four replicates for each strain) were collected for total RNA extraction using Trizol (Invitrogen). First‐strand cDNA was prepared from total RNA using the SuperScript III (Invitrogen). Real‐time PCR was performed with SyBR Green PCR Master Mix on CFX384 Real‐Time PCR Detection System (Bio‐Rad). Relative gene expression was analyzed with CFX Maestro software (Bio‐Rad). The following primers were used: 5′‐ acgtacagtccgacgagtcc ‐3′ (ama‐1‐F), 5′‐ agtacttggggctcgatgg ‐3′ (ama‐1‐R), 5′‐AGATAAGGAGGAAGACAAAC‐3′ (acdh‐1‐F), 5′‐CGTATTTGTAGCCTTTTCCA‐3′ (acdh‐1‐R), 5′‐GGGAGATCAACTCGCTGAATTG‐3′ (nap‐1‐F), 5′‐CATGCTCCTCGATGGCTTCA‐3′ (nap‐1‐R).

### 4.8 Fat staining

#### 4.8.1 Oil Red O staining

Staining was performed as previously described (Li et al., 2016). Briefly, well‐fed worms were washed with 1× PBS and fixed in 1% paraformaldehyde/PBS for 30 min with rocking. Samples were then flash frozen in liquid nitrogen followed by thawing in 37°C water bath for 3 total freeze/thaw cycles. Samples were washed three times with PBS and dehydrated with 60% isopropanol for 2 min and stained with 60% Oil Red O working solution. The Oil Red O working solution was prepared fresh by mixing 60% volume of Oil Red O stock with 40% volume of water. The Oil Red O stock solution was dissolved in isopropanol at a concentration of 0.5 g/100 ml and was equilibrated for several days prior to use. After staining, the samples were washed and mounted to 2% agarose padded slides for imaging using Zeiss Imager M2 microscope and Q‐IMAGING color camera (mbf Bioscience, Williston, VT). Intensity of Oil Red O staining was quantified using Image J.

#### 4.8.2 Nile Red staining

Staining was performed as previously described (Li et al., 2016). Similar to Oil Red O staining, well‐fed animals were fixed with 1% paraformaldehyde and treated with 3 freeze/thaw cycles and dehydrated in 60% isopropanol. Animals were then stained with 1 μg/ml Nile Red in 60% isopropanol for 30 min. Animals were washed and mounted to 2% agarose padded slides for imaging using Olympus IX83 microscope. Intensity of staining was quantified using Image J.

## CONFLICT OF INTEREST

None Declared.

## AUTHOR CONTRIBUTIONS

Conceived and designed the experiments: AX, AF, ZL, and LC. Performed the experiments: AX, SK, and LC. Analyzed the data: AX, ZZ, and LC. Wrote the paper: AX, ZZ, ZL, and LC.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Microtubule regulators act in the nervous system to modulate fat metabolism and longevity through DAF‐16 in C. elegans
**Source:** Aging Cell. 2019 Jan 14;18(2):e12884. doi: 10.1111/acel.12884
**Supplement:** Supplementary file 1

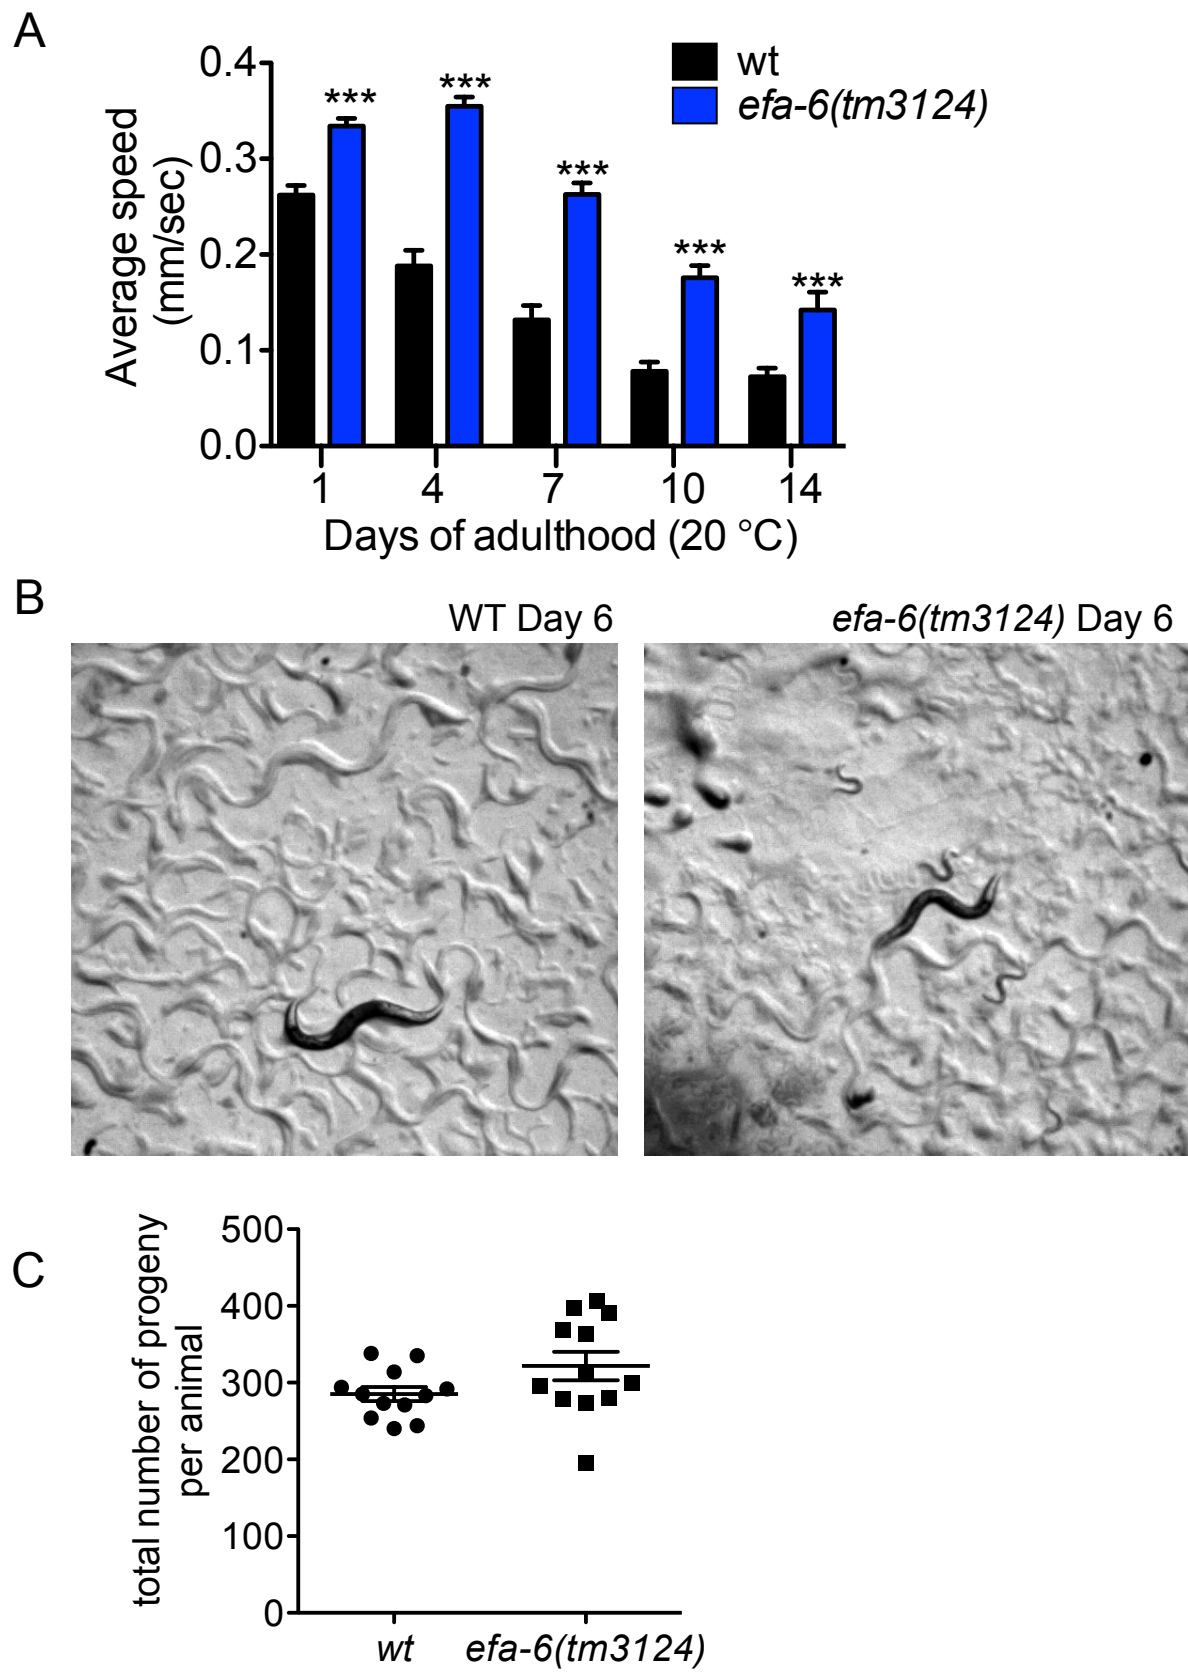

Figure S1

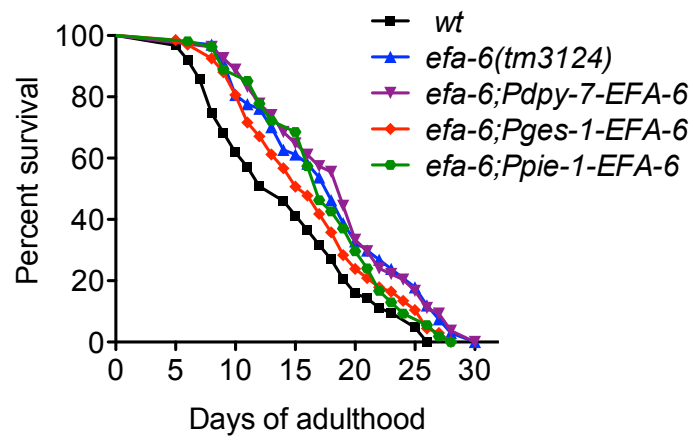

|                                  | Log-rank Test |
|----------------------------------|---------------|
| $efa-6$ vs. $efa-6;Pdpy-7-EFA-6$ | P = 0.7655    |
| $efa-6$ vs. $efa-6;Ppie-1-EFA-6$ | P = 0.2426    |
| $efa-6$ vs. $efa-6;Pges-1-EFA-6$ | P = 0.0794    |

Figure S2

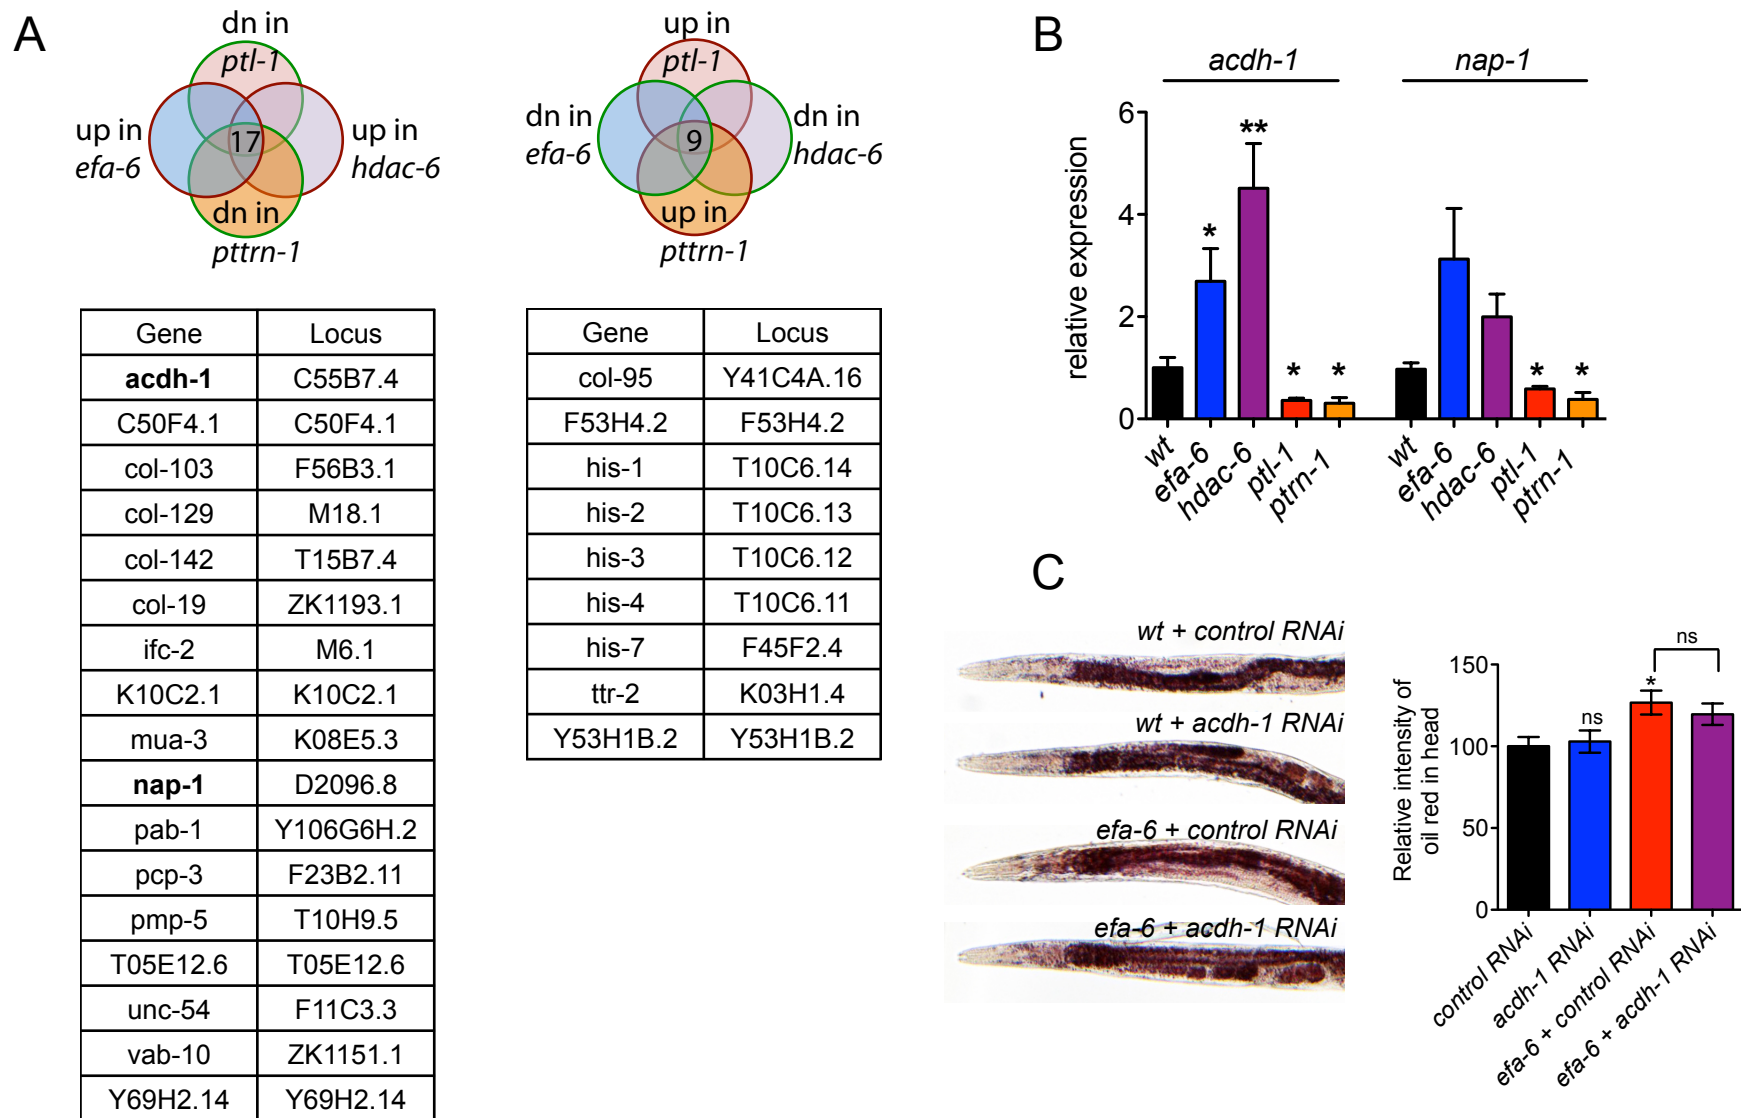

Figure S3

How the deposited data were processed for this re-analysis (not part of the article)

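The data are RNA-seq read counts of Day 1 adult *C. elegans* at 20 °C, from wild type and mutants of *efa-6* (allele *tm3124*), *ptrn-1* (*tm5597*), *hdac-6* (*ok3203*) and *ptl-1* (*ok621*), with 3 replicates per genotype. The genotype and replicate number of each sample were taken from the sample labels, and the alleles and the stage from the methods. The authors aligned the reads to ce10 with STAR, removed reads mapped to rRNA sequences and counted reads per gene with featureCounts at default parameters. The deposited files hold these raw counts for 42048 genes, 1 file per sample, and replicates were not pooled. Reads that map to several places were not counted by the authors, which affects genes with near-identical copies such as histone, major sperm protein and some collagen genes. Coordinates are those of the files (ce10). The reference annotation available was of another build (WBcel235) and no coordinates were taken from it.

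Total counts per sample were 3690637 to 8123333. With these totals and the small spread between replicates (common biological coefficient of variation 0.01964, prior degrees of freedom 69.54), changes well under 1.5-fold passed the threshold in genes with many counts, while genes with few counts had larger standard errors (0.821 on the log2 scale for *ckb-3* in *efa-6*). Pairs of replicates were compared by a chi-square test over genes with at least 20 counts in the pair. The test separated all 15 pairs (the largest p was 2.2e-06, from a chi-square test on 10558 to 11548 genes), so each sample was counted as 1 replicate. It does not show that the replicates were separate cultures.

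Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. The 12177 genes with at least 10 counts in at least 3 of the 15 samples were normalized by TMM and fitted in 1 quasi-likelihood model with a mean for each genotype, without a replicate block. Each mutant was compared with wild type, and a gene was listed at a raw p-value under 0.001, without a cutoff on fold change, because Table S1 holds many genes under the 1.5-fold cutoff of the methods. Single genes were judged at a Benjamini-Hochberg adjusted p-value of 0.05. Standard errors were computed as the size of the log2 fold change divided by the square root of the quasi-likelihood F statistic. Overlaps of lists and enrichment of gene sets were tested by Fisher's exact test for more genes than a random draw over the tested genes. Comparisons of shares of DAF-16 targets and of genes near a mutated gene used Fisher's exact test in both directions. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for these tests. The fit was tested on simulated counts with 200 genes changed 2-fold. It recovered 85.5% of them, called 17 of the 11977 unchanged genes, and gave a median log2 fold change of 0.998 for the raised genes. A simulated contrast without changes gave 17 genes. The real lists were much longer than 200 genes, and most of their genes changed by less than 1.5-fold. The simulation therefore does not show how well changes of that size and number were recovered.

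Gene sets (histone, lipid metabolism, vitellogenin, major sperm protein, collagen and ribosomal protein genes) were classes of gene names, fixed before the processed files arrived. They replace the DAVID annotation of the paper, which was not run. The genes named in the text follow a rule that was fixed at the same time. They are the genes the paper names for its RNA-seq (*acdh-1*, *nap-1* and the 26 genes of Figure S3a), the 4 mutated genes, *daf-16*, *ttx-3*, the histone, *fat-* and *acdh-* genes past the threshold, the gene with the largest change in each list of Table S1, and for each mutant the 5 genes with the largest log2 fold change among those past the threshold whose 3 mutant samples all lie on 1 side of the 3 wild-type samples.

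The alternatives were DESeq2 1.42.0 in place of edgeR, RLE in place of TMM normalization, no filter on low counts (25753 genes), a fit of only the 6 samples of each comparison, the replicate number as a block, an adjusted p-value under 0.05 or a 1.5-fold cutoff as the threshold, an exact binomial test of summed counts, separate wild-type samples for the mutants of a pair, and each replicate left out in turn. Further settings were chosen after seeing the data. These were 4 fits of DESeq2 with a prior on fold changes, all samples thinned to the lowest total, removal of the 10 genes with the highest counts, and the correlations without the filter for the pairs of mutants that the paper does not compare. The number of genes was also compared with other splits of the samples, all 10 splits of 6 samples for single mutants and 100 drawn regroupings for shared genes.

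The fat staining, lifespan, neuron morphology and RT-PCR experiments of the paper have no files among those analysed and were left out. GC content was not examined, because no genome sequence was at hand. An entry of Table S1 that had been turned into a calendar date could not be matched to a gene.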

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

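The results here were picked out because a large change appeared in genes that the paper does not discuss, or because groups of samples moved in opposite directions. With 3 samples per genotype, no test for outlying samples was made.

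The 5 genes with the largest changes in each mutant, among those past the threshold with all mutant samples on 1 side of wild type, are outside the genes the paper discusses. In *efa-6*, the log2 fold changes were 7.52 for *ckb-3* (16 to 21 counts per mutant sample, 0 in wild type), 6.17 for *Y41C4A.11* (516 to 965 counts against 10 to 15), 6.12 for *egas-1* (207 to 290 against 2 to 6), -5.61 for *F57G8.7* (0 against 5 to 8) and -5.15 for *dct-8* (0 to 2 against 43 to 51). In *hdac-6*, they were 4.25 for *F55B11.5* (36 to 67 counts against 0 to 5), -3.72 for *fbxb-19* (0 to 1 against 4 to 8), -3.71 for *T13F2.2* (19 to 30 against 295 to 389), 3.27 for *scl-24* (11 to 15 against 0 to 3) and -2.91 for *F46A8.13* (1 to 2 against 8 to 13). In *ptl-1*, they were 8.37 for *F59C6.15* (2500 to 3691 counts against 8 to 13), -8.34 for *nhr-131* (0 against 35 to 49), 6.38 for *ttx-3* (81 to 170 against 1 to 3), 5.74 for *C55C3.7* (4 to 9 against 0) and -4.92 for *linc-17* (0 to 1 against 6 to 23). In *ptrn-1*, they were 6.26 for *C55C3.7* (10 to 13 counts against 0), -4.34 for *linc-41* (0 to 2 against 9 to 17), -4.31 for *dhs-26* (2 to 5 against 37 to 66), -3.98 for *col-147* (7 to 12 against 106 to 127) and -3.88 for *F33D4.6* (2 to 5 against 36 to 44).

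For genes with 0 or few counts on 1 side, the size of the log2 fold change rests on the small count added before the logarithm. Leaving out single replicates moved *linc-17* between -6.87 and -4.42 and *linc-41* between -6.68 and -3.82, while *Y41C4A.11* and *F59C6.15*, with many counts in every mutant sample, stayed within 6 to 6.36 and 8.21 to 8.67. Changes this large in single genes may come from variants of the strain at the gene itself, such as a deletion or a duplication, and not from the mutated MT regulator. If such an event spanned more than the gene, its neighbours would change too. Of the 20 entries, 9 had a neighbour within 10 kb that changed over 2-fold in the same direction, against 26.1% of the 1476 other genes with such changes (Fisher's exact test, p = 0.072). This prediction was set down only once the list was known. The test shows no clear excess, but an event limited to 1 gene would leave no trace in it. Strain variants, reads shared with paralogs and differences of GC content were not testable from the counts, so no biological explanation is put forward for these genes.

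The change of *ttx-3* in *ptl-1* has a more specific candidate explanation, which was set down before the files arrived. The methods of the paper use a marker with the *ttx-3* promoter to follow transgenes. If animals with such a transgene were among the *ptl-1* samples, *ttx-3* counts could be raised there and not in the other mutants. This requires that the marker carries exons of *ttx-3*. The methods name only the promoter with *rfp*, and a promoter alone would add no counts to the gene. The log2 fold change was 6.38 in *ptl-1*, with 81 to 170 counts in all 3 samples, against 0 to 3 counts in the 12 other samples. This pattern is the one predicted if the marker adds counts to the gene. The paper's Table S1, from the same samples, already lists *ttx-3* in *ptl-1* with a log2 fold change of 3.5, so the prediction is no independent test. The pattern cannot be told apart from a change at the *ttx-3* gene in the *ptl-1* strain. Counts per gene do not show which part of the gene the reads cover.

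The 35 tested histone genes were flagged as a set because every sample of the long-lived mutants lay below the wild-type mean and every sample of the short-lived mutants above it. The mean log2 difference from wild type was -0.117 in *efa-6*, -0.19 in *hdac-6*, 0.253 in *ptl-1* and 0.326 in *ptrn-1*, and the long-lived minus the short-lived mutants gave -0.443. The difference of the set as a whole was not tested. The wild-type samples themselves ranged from -0.057 to 0.033. The most direct technical explanation tested was gene length, since histone genes are short. Against 2708 other genes of the same length range (312 to 762 bases), the odds ratio of histone genes was 34.6 in the shared down-regulated genes of *efa-6* and *hdac-6* (Fisher's exact test, p = 1.9e-09) and 17.9 in the shared up-regulated genes of *ptl-1* and *ptrn-1* (Fisher's exact test, p = 4.4e-12). The enrichment therefore remained among genes of this length range. Lengths were not matched within the range, so a smaller effect of length is not excluded. These predictions were also set down only once the enrichment was known. Reads shared between histone copies, the efficiency of rRNA removal and the share of dividing germline or embryonic cells per animal were not tested. The opposite shift of histone genes cannot be told apart from them, and a biological cause remains a hypothesis.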

How the results depend on the processing

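The settings of the main fit, and all alternatives except those named as added, were chosen before the files arrived. Over 242 results, 2805 rows of alternatives were computed and 126 changed, 114 of them in the 28 headline results. Of the headline results, 8 changed under no alternative that was applied to them. These were the log2 fold changes of *acdh-1* and *nap-1* in the 4 mutants. The other thresholds, the binomial test and separate wild-type samples, which moved other headline results, were not applied to these 8. Shifts in size such as that of *acdh-1* in *ptrn-1*, from -0.232 to -0.121 with replicates left out, were not counted as changes. Of the rows for single genes, 2302 stayed the same, 5 became weaker, 0 became stronger and 3 reversed.

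With DESeq2, the down-regulated genes of *efa-6* were 574, the up- and down-regulated genes of *hdac-6* 582 and 472, the up-regulated genes of *ptrn-1* 563, the genes shared by *efa-6* and *hdac-6* 161 (up) and 65 (down), and the up-regulated genes shared by *ptl-1* and *ptrn-1* 293. With an adjusted p-value under 0.05 as the threshold, the up- and down-regulated genes were 1593 and 1567 in *efa-6*, 1474 and 1393 in *hdac-6*, 1685 and 1551 in *ptl-1*, and 1543 and 1530 in *ptrn-1*. The shared genes were then 475 and 310 for *efa-6* and *hdac-6* and 795 and 919 for *ptl-1* and *ptrn-1*, and the sets with opposite changes held 42 and 19.

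With the 1.5-fold cutoff, the numbers were 444 and 360 in *efa-6*, 271 and 175 in *hdac-6*, 506 and 385 in *ptl-1*, and 239 and 391 in *ptrn-1*. The shared genes were 59 and 33 for *efa-6* and *hdac-6* and 129 and 261 for *ptl-1* and *ptrn-1*, and the sets with opposite changes held 1 and 0. Histone genes fell to 2 in the shared down-regulated genes of *efa-6* and *hdac-6* (Fisher's exact test, p = 0.004) and to 2 in the shared up-regulated genes of *ptl-1* and *ptrn-1* (Fisher's exact test, p = 0.053), where the enrichment no longer passed 0.05. Lipid metabolism genes fell to 5 (Fisher's exact test, p = 0.00059), and DAF-16 targets still up-regulated in *efa-6* to 118.

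With the binomial test of summed counts, the down-regulated genes were 1480 in *efa-6*, 1256 in *hdac-6*, 1584 in *ptl-1* and 1632 in *ptrn-1*, the shared down-regulated genes 330 and 1018, and the first set with opposite changes held 41. With separate wild-type samples, the shared genes were 155 and 64 for *efa-6* and *hdac-6* and 256.5 and 336 for *ptl-1* and *ptrn-1*, and the correlations 0.077 and 0.522. Without the filter on low counts, the correlations were 0.443 and 0.554. With each replicate left out in turn, they ranged from 0.184 to 0.271 for *efa-6* and *hdac-6* and from 0.656 to 0.697 for *ptl-1* and *ptrn-1*.

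The added settings were chosen after seeing the data. Without the filter on low counts, the correlations of the other 4 pairs of mutants, added in the same way, also changed. DESeq2 with a prior on fold changes gave 657 and 545 genes in *efa-6*, 538 and 443 in *hdac-6*, 704 and 601 in *ptl-1*, and 534 and 629 in *ptrn-1*, with 139 and 69 shared by the first pair, 267 and 348 by the second, and 16 in the first set with opposite changes. At a p-value under 0.0015, the changed numbers were 592 (down in *efa-6*), 577 and 487 (*hdac-6*), 567 (up in *ptrn-1*), and 151, 76 and 295 shared. With the prior and only the 6 samples of each comparison, the numbers were 529 and 402, 447 and 298, 572 and 460, and 466 and 489, with 108, 46, 204 and 267 shared and 13 in the first set with opposite changes. With the prior and an adjusted p-value under 0.001, they were 417 and 320, 335 and 224, 469 and 366, and 324 and 349, with 72, 31, 158 and 205 shared and 7 and 6 in the sets with opposite changes. After thinning to the lowest total, the changed numbers were 497 (down in *hdac-6*), 598 and 648 (*ptrn-1*), 75 down-regulated genes shared by *efa-6* and *hdac-6*, and 289 and 357 shared by *ptl-1* and *ptrn-1*.

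The 5 weaker rows all belong to histone genes raised in the short-lived mutants. For *hil-5* in *ptl-1*, the edgeR adjusted p was 0.062 without wild-type replicate 1 and without *ptl-1* replicate 1. For *his-37* in *ptrn-1*, it was 0.056 with DESeq2 and 0.1 in edgeR without wild-type replicate 1. For *his-74* in *ptrn-1*, it was 0.15 in edgeR without wild-type replicate 1. The 3 reversed rows all belong to *daf-16* in *hdac-6*, which had a log2 fold change of -0.00516 in the main fit. It was 0.013 without the filter on low counts (edgeR adjusted p = 1), 0.00204 without wild-type replicate 3 (edgeR adjusted p = 0.98) and 0.0184 without *hdac-6* replicate 1 (edgeR adjusted p = 0.83). With each replicate left out in turn, it ranged from -0.0198 to 0.0184.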

Differences from the paper's values

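Of the numbers of genes, 7 differed from the paper's by more than 1.5 times. The down-regulated genes of *efa-6* were 895, against the paper's 593. The alternatives set before the files arrived that came within 1.5 times of the paper's value were DESeq2 (574), RLE normalization (874), the fit of 6 samples (773) and all fits with a replicate left out (632 to 780). No filter on low counts, the replicate block, the adjusted p-value, the 1.5-fold cutoff and the binomial test of summed counts did not. The up-regulated genes of *hdac-6* were 934, against the paper's 576. Only DESeq2 (582) and the fits with a replicate left out (758 to 835) came within 1.5 times. The down-regulated genes of *hdac-6* were 770, against the paper's 487. DESeq2 (472), no filter (654), the fit of 6 samples (612) and the fits with a replicate left out (545 to 671) came within 1.5 times, and RLE normalization, the replicate block, the adjusted p-value, the 1.5-fold cutoff and the binomial test did not. The up-regulated genes of *ptrn-1* were 955, against the paper's 567. DESeq2 (563), the binomial test (806) and the fits with a replicate left out (730 to 846) came within 1.5 times, and the other alternatives did not.

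The up-regulated genes shared by *efa-6* and *hdac-6* were 260, against the paper's 151. DESeq2 (161), separate wild-type samples (155) and 3 of the 9 fits with a replicate left out came within 1.5 times, and the other alternatives did not. The shared down-regulated genes of this pair were 126, against 76 in the paper's Table S1. DESeq2 (65), the fit of 6 samples (96), separate wild-type samples (64) and all 9 fits with a replicate left out came within 1.5 times, and the other alternatives did not. The up-regulated genes shared by *ptl-1* and *ptrn-1* were 468, against 295 in the paper's Table S1. DESeq2 (293), the fit of 6 samples (426), the binomial test (403), separate wild-type samples (256.5) and 8 of the 9 fits with a replicate left out came within 1.5 times, and the other alternatives did not.

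Of the settings chosen after seeing the values, only the first below came closer to the paper than DESeq2 did for each of the 7 numbers. DESeq2 with a prior on fold changes and a raw p-value under 0.0015, a cutoff chosen after seeing the values of Table S1, gave 592, 577, 487, 567, 151, 76 and 295 for the 7 numbers in the order above. The same fit at a p-value under 0.001, also chosen after seeing the values, gave 545, 538, 443, 534, 139, 69 and 267. Thinning all samples to the lowest total, a check chosen after seeing the values, gave 615, 721, 497, 598, 195, 75 and 289, all within 1.5 times. DESeq2 with the prior and only the 6 samples of each comparison, chosen after seeing the values, came within 1.5 times for the down-regulated genes of *efa-6* (402), the up-regulated genes of *hdac-6* (447) and *ptrn-1* (466), and the shared up-regulated genes (108 and 204), but not for the down-regulated genes of *hdac-6* (298) or the shared down-regulated genes (46). Removal of the 10 genes with the highest counts, chosen after seeing the values, came within 1.5 times only for the down-regulated genes of *efa-6* (841). DESeq2 with the prior and an adjusted p-value under 0.001, chosen after seeing the values, reached none of them.

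The genes with the largest change in the lists of Table S1 had larger log2 fold changes than the paper's. They were 6.17 against the paper's 5.25 for *Y41C4A.11* and -3.53 against -3.42 for *col-93* in *efa-6*, 2.3 against 1.98 for *arrd-13* and -3.71 against -2.9 for *T13F2.2* in *hdac-6*, 8.37 against 7.12 for *F59C6.15* and -3.01 against -2.79 for *col-129* in *ptl-1*, and 2.77 against 2.43 for *Y39G8B.2* and -3.01 against -2.86 for *col-139* in *ptrn-1*. None of the alternatives set before the files arrived closed these gaps. Over all genes of Table S1, DESeq2 with a prior on fold changes, fitted to all samples and chosen after seeing the values, gave log2 fold changes with a median difference of 1.2e-06 to 3.3e-06 from the paper's and a largest difference of 0.00066.

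In other statements of the paper, the methods give a cutoff of 1.5-fold, while 57.2% to 80.1% of the entries in each list of Table S1 have a smaller fold change in that table. The paper states that DAF-16 targets overlapped most with the up-regulated genes of *efa-6*. That list had the highest share of direct and indirect targets together (31.3%), but for direct targets alone the down-regulated genes of *efa-6* had 12.6% against 11.6%.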

Other observations

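Of the predictions behind the tests below, those on other splits of the samples, shared wild-type samples in the pairs the paper compares, replicate variance, stage and *ttx-3* were set down before the files arrived, as were the gene sets and the main settings. All others were set down only once related results had been seen.

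Other splits of the samples were compared with the real one. For each mutant, 1 of the 10 splits of the 6 samples (the real one) gave as many genes past the threshold. The highest number in another split was 8 genes in *efa-6*, 11 in *hdac-6*, 8 in *ptl-1* and 8 in *ptrn-1*. With 10 splits the share cannot fall under 0.1, so the share alone does not allow a firmer statement. The real splits gave 1890 genes in *efa-6*, 1704 in *hdac-6*, 2015 in *ptl-1* and 1938 in *ptrn-1*. Numbers this far above the other splits argue against an arbitrary division of the samples as their source. For the genes shared by a pair, the samples were regrouped at random. As many up-regulated genes as in *efa-6* and *hdac-6* were shared in 4 of the 100 regroupings, the real one included, and as many down-regulated genes in 4. The highest numbers in another regrouping were 448 and 497, above the real 260 and 126. Groups that mix genotypes in the same way may share those differences, but this was not tested. For *ptl-1* and *ptrn-1*, 1 of 100 regroupings gave as many shared up-regulated genes and 1 of 100 as many down-regulated genes (the highest others were 319 and 397). For the sets of genes with opposite changes, 1 of 100 regroupings gave as many in each direction, and the highest other number was 0.

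The mutants of a pair are compared with the same 3 wild-type samples, so chance deviations of wild type enter both comparisons in the same direction. With separate wild-type samples for the mutants (the median over 6 ways to divide them), the correlation of log2 fold changes across genes fell from 0.204 to 0.077 for *efa-6* and *hdac-6*, which was under 0.5 times its value, the limit set beforehand. Part of the resemblance of these mutants across all genes may therefore come from the shared wild type. The shared lists shrank to 155 and 64 genes. For *ptl-1* and *ptrn-1*, the correlation fell from 0.68 to 0.522, above the limit, so the shared wild type alone does not account for it. Dividing wild type also leaves 1 or 2 samples per comparison and adds noise, which lowers the correlation by itself.

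In the filtered genes, the log2 fold changes of *efa-6* resembled those of the short-lived mutants more than those of *hdac-6*. The Pearson correlation across genes was 0.318 between *efa-6* and *ptl-1* and 0.295 between *efa-6* and *ptrn-1*, against 0.204 between *efa-6* and *hdac-6*. Without the filter on low counts, which adds genes with few counts, the gap nearly closed. The correlation was then 0.443 between *efa-6* and *hdac-6*, just under the 0.447 between *efa-6* and *ptl-1* and the 0.454 between *efa-6* and *ptrn-1*. The shared wild type enters all these unfiltered values, so they cannot decide the order. With separate wild-type samples the order stayed, with 0.077 for *efa-6* and *hdac-6*, 0.208 with *ptl-1* and 0.175 with *ptrn-1*. The unfiltered values of the pairs that the paper does not compare were added after the others had been seen. The lists of *efa-6* and *ptl-1* shared 318 up-regulated and 266 down-regulated genes, more than the 260 and 126 of *efa-6* and *hdac-6*. Those of *efa-6* and *ptrn-1* shared 242 and 237, fewer up-regulated but more down-regulated genes than *efa-6* and *hdac-6*. With separate wild-type samples, the correlation of *efa-6* and *ptl-1* was 0.208, above 0.5 times its value, so the shared wild type is not enough to explain it. Whether the correlations differ from each other was not tested, as genes are not independent replicates. In *hdac-6*, the correlation with *ptl-1* and *ptrn-1* was 0.088 and 0.136, and -0.01 and 0.011 with separate wild-type samples. Without the filter, they were 0.408 and 0.439. The short-lived pair had the highest correlation of all pairs (0.68, and 0.554 without the filter), while the long-lived pair did not stand apart from the pairs across lifespan. A candidate explanation for the filtered values is that *efa-6*, *ptl-1* and *ptrn-1* share a difference from wild type in stage, strain background or culture that *hdac-6* lacks, and the counts do not separate these.

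Stage at collection was examined through gene sets. Major sperm protein genes are expressed during sperm formation and vitellogenin genes in adults, so a difference in stage should move them in opposite directions. The median log2 fold change of the major sperm protein genes was 1.69 higher in the long-lived than in the short-lived mutants, and that of the vitellogenin genes differed by -0.536. This is the pattern predicted for a difference in stage, with the short-lived mutants further along. Differences between long-lived and short-lived mutants may thus in part reflect stage. Genes with opposite changes lie on opposite sides of wild type, while the mean of the sperm protein genes was below wild type in every mutant. The contrast therefore does not show whether stage accounts for the opposite changes. The sets do not divide cleanly by lifespan, however. The mean log2 difference of vitellogenin genes from wild type was 0.333 in *efa-6* and 0.349 in *ptrn-1*, almost the same, and 0.771 in *ptl-1* and -0.264 in *hdac-6*. That of major sperm protein genes was -0.404 in *efa-6*, -0.238 in *hdac-6*, -1.927 in *ptl-1* and -1.367 in *ptrn-1*. Collagen genes had means of -0.513 in *efa-6*, 0.267 in *hdac-6*, -1.042 in *ptl-1* and -1.026 in *ptrn-1*. Among the 553 shared down-regulated genes of *ptl-1* and *ptrn-1* were all 19 tested major sperm protein genes (Fisher's exact test, p = 2.3e-26) and 53 of 89 tested collagen genes (odds ratio 34.1, Fisher's exact test, p = 1.4e-48). The code that labels this test was corrected to the prediction as it had been set down after the values were known. No sample was staged independently in the files, so stage and genotype cannot be told apart.

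The fold changes of Table S1 are mostly under 1.5-fold, which raised the question of whether replicate variance had been left out of the paper's test. Of the 4947 entries that could be tested, 99.8% passed the same threshold in edgeR, which models replicate variance, and 99.8% in a binomial test of summed counts, which does not. Leaving out replicate variance is therefore not needed to explain the list. The spread between replicates was itself small, with a common biological coefficient of variation of 0.01964, under the 0.05 set as the limit for replicates from 1 culture or RNA pool. The replicates may thus have been taken from the same plates or pool of animals. If so, differences between cultures would be counted as differences between genotypes, and all lists would be affected. The methods state 3 replicates for each strain and do not say how they were separated.

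Technical explanations for the numbers of genes were tested in each mutant. The Spearman correlation of log2 fold change with gene length was 0.132 in *efa-6*, -0.086 in *hdac-6*, -0.009 in *ptl-1* and -0.147 in *ptrn-1*. After thinning all samples to the lowest total, 71.4%, 67.5%, 70.9% and 61.6% of the genes were still called in the same order, a loss shared by all mutants and largest in *ptrn-1*, the mutant with the highest totals. Without the 10 genes with the highest counts, 96.9%, 97.8%, 98.3% and 98.7% were still called. Length, depth and highly counted genes thus explain at most part of the lists. GC content was not testable without a genome sequence.

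Strain background was tested by position. No excess of called genes within 1 Mb of the mutated gene passed the test. In *efa-6*, 18.9% of these genes were called against 15.4% elsewhere (odds ratio 1.28, Fisher's exact test, p = 0.12). The odds ratios were 0.712 in *hdac-6* (Fisher's exact test, p = 0.12), 0.613 in *ptl-1* (Fisher's exact test, p = 0.025, fewer than elsewhere) and 0.746 in *ptrn-1* (Fisher's exact test, p = 0.32). Genes with changes over 2-fold were also counted in windows of 1 Mb and compared with 10000 permutations of the positions. The fullest window held 11 genes in *efa-6* (permutation test, p = 0.56), 8 in *hdac-6* (permutation test, p = 0.072), 17 in *ptl-1* (chromosome IV, 5000001 to 6000000, permutation test, p = 0.048) and 16 in *ptrn-1* (chromosome I, 6000001 to 7000000, permutation test, p = 0.0074). Of these 4 tests, 2 gave a p-value under 0.05. Several genes of the *ptl-1* window are major sperm protein genes, which lie in clusters and changed as a group, so the crowding may come from the gene family as well as from a local variant. For these windows the changes cannot be told apart from variants of the strain. The *ptrn-1* window also spans *acdh-1*, whose log2 fold change of -0.178 in *ptrn-1* was too small to be among the 16 genes.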
